# Activin Signaling Targeted by Insulin/dFOXO Regulates Aging and Muscle Proteostasis in *Drosophila*

**DOI:** 10.1371/journal.pgen.1003941

**Published:** 2013-11-07

**Authors:** Hua Bai, Ping Kang, Ana Maria Hernandez, Marc Tatar

## Abstract

Reduced insulin/IGF signaling increases lifespan in many animals. To understand how insulin/IGF mediates lifespan in *Drosophila*, we performed chromatin immunoprecipitation-sequencing analysis with the insulin/IGF regulated transcription factor dFOXO in long-lived insulin/IGF signaling genotypes. Dawdle, an Activin ligand, is bound and repressed by dFOXO when reduced insulin/IGF extends lifespan. Reduced Activin signaling improves performance and protein homeostasis in muscles of aged flies. Activin signaling through the Smad binding element inhibits the transcription of *Autophagy-specific gene 8a (Atg8a)* within muscle, a factor controlling the rate of autophagy. Expression of *Atg8a* within muscle is sufficient to increase lifespan. These data reveal how insulin signaling can regulate aging through control of Activin signaling that in turn controls autophagy, representing a potentially conserved molecular basis for longevity assurance. While reduced Activin within muscle autonomously retards functional aging of this tissue, these effects in muscle also reduce secretion of insulin-like peptides at a distance from the brain. Reduced insulin secretion from the brain may subsequently reinforce longevity assurance through decreased systemic insulin/IGF signaling.

## Author Summary

It is widely known that reduced insulin/IGF signaling slows aging in many contexts. This process requires the forkhead transcription factor (FOXO). FOXO modulates the expression of many genes, and the list of those associated with slow aging is impressive. But there are few data indicating the mechanisms or genes through which FOXO actually slows aging. Here, we identify a novel FOXO target, *dawdle*, the Activin-like ligand in fruit flies. We show that down-regulation of Activin signaling in muscle, but not in adipose tissue, leads to extended lifespan. In part it does so when it alleviates the negative transcriptional repression of its Smox transcription factor (a Smad transcription factor) upon a keystone autophagy gene, *Atg8a*. This double signaling cascade autonomously improves muscle performance (measured at cellular and functional levels) and nonautonomously extends lifespan as it reduces the secretion of insulin peptides from the brain. The work develops the emerging model for interacting autonomous-nonautonomous roles of insulin/IGF signaling as a systems integrative mechanism of aging control.

## Introduction

Reduced insulin/IGF-1 signaling increases the lifespan of nematodes, flies and rodents [1], [2]. In *Caenorhabditis elegans*, mutants in insulin-like receptor *daf-2* live twice as long as wild type [3], [4]. Mutation of insulin receptor *InR* and insulin receptor substrate (*chico*) increase adult lifespan in the fruit fly *Drosophila melanogaster* [5], [6]. It is reported that mice with mutation at the IGF-1 receptor (*Igf1r*) extend lifespan [7], as do mutants of the insulin receptor substrate (Irs2) [8] and of the insulin receptor within adipose tissues [9].

Genetic evidence places the forkhead transcription factor FOXO as the downstream effector of insulin/IGF-1 signaling [3], [10], [11], [12]. Activated insulin/IGF-1 signaling enhances the phosphorylation of FOXO, which is sequestered in the cytoplasm. Conversely, reduced insulin results in FOXO nuclear translocation, which thus promotes or represses the transcription of FOXO target genes [11] (Figure S1A). In *C. elegans* lifespan extension of *daf-2* and *age-1*(PI3 kinase) mutants requires *daf-16*, a FOXO homolog in worms [3]. Recent work likewise shows that FOXO is required for insulin-mediated lifespan extension in *Drosophila* [13], [14]. FOXO also appears to function in human aging where independent studies found polymorphisms of *FoxO3A* to associate with exceptional longevity [15], [16]. Insulin signaling through its control of FOXO is a potentially conserved system to regulate aging but despite this emerging consensus, the proximal targets of insulin/FOXO signaling that orchestrate these mechanisms of longevity assurance are essentially unknown.

One aspect that is clear is that insulin/FOXO signaling operates both nonautonomously and autonomously to control *Drosophila* aging. Systemically reducing insulin signaling by mutations of the insulin receptor (*InR*) and insulin receptor substrate (*chico*) slows the decline in cardiac performance of aging flies while a similar outcome is produced by overexpressing FOXO and PTEN just within cardiomyocytes [17]. Likewise, overexpressing FOXO in muscle maintains muscle protein homeostasis and delays muscle function decline with age while dFOXO expressed in muscles extends lifespan [18], as does expression of dFOXO only from fat body [19], [20]. dFOXO expressed from fat body reduces secretion of systemic insulin-like peptides (DILP2 and DILP5), which are produced predominantly in the brain. dFOXO of *Drosophila* fat body modulates lifespan by inducing fat body *dilp6* transcription, which in turn suppresses neuronal DILP secretion [21]. These findings suggest that insulin/FOXO signaling within some organs controls both the systemic level of circulating DILPs while systemic DILPs regulate somatic maintenance of insulin sensitive tissues. Identifying the FOXO target genes and somatic maintenance pathways in such tissues will elucidate how reduced insulin/IGF-1 assures longevity.

Genome-wide studies with *C. elegans* have been used to probe how *daf-16* controls lifespan in response to insulin signaling. Microarray analyses have identified many mRNA that are affected directly or indirectly by *daf-16*, and reducing some of these genes by RNA interference (RNAi) increases longevity [22], [23]. Chromatin immunoprecipitation (ChIP) and DNA adenine methyltransferase identification (DamID) have been used to identify the direct targets of DAF-16 to clarify which pathways are proximally responsible for the impact of *daf-16* upon aging [24], [25]. Oh et al. [24] thus described 103 genes to be direct targets of *daf-16* in the long-lived *daf-2*(*e1370*) mutant, and three out of 33 tested target genes were found to increase lifespan when gene expressions were reduced by RNAi: *lin-2*, *egl-10* and *sca-1*.

In *Drosophila*, work to date has identified binding targets of dFOXO primarily from wild type adults. Alic et al identified 1423 dFOXO binding sites in wildtype adult female *Drosophila* using a ChIP-on-chip approach [26]. Among 1755 unique genes that are less than 1 kb away from these dFOXO binding sites, about 365 genes are transcriptionally regulated by dFOXO. These targets could potentially modulate many insulin related phenotypes including growth, reproduction, and metabolism, as well as aging.

Here we aim to understand how reduced insulin/IGF-1 signaling extends *Drosophila* lifespan by identifying genes transcriptionally regulated by dFOXO in long-lived insulin signaling mutants. We conducted ChIP analysis with a dFOXO antibody followed by Illumina high-throughput sequencing from *chico* heterozygous mutants, which are long-lived and normal sized, and from adult flies with ablated insulin producing cells (IPCs), which are also long-lived [27]. dFOXO was seen to bind at promoters of 273 genes common to these genotypes, thus providing a candidate set of potential factors in control of aging. Pathways enriched within this set include those for G-proteins, Wnt and Transforming growth factor-beta (TGF-β). We subsequently focused on TGF-β signaling because dFOXO binds in the promoter and represses *dawdle* (*daw*), an Activin-like ligand in TGF-β superfamily. In genetic trials, reducing *daw* or its downstream transcription factor *Smox* increases lifespan, preserves muscle function and reduces poly-ubiquitinated protein accumulation. The muscle specific benefits of activated dFOXO are mediated through the control of autophagy by Smox, which we find to bind and transcriptionally repress *Atg8a/LC3*, a reported longevity assurance gene of *Drosophila* [28]. Expressing *Atg8a* in muscle was also sufficient to increase lifespan. Furthermore, reducing *daw* in muscle decreased DILP2 peptide secretion from the brain while peripheral insulin/IGF signaling was correspondingly reduced. Our results suggest that insulin/IGF signaling controls lifespan in part through dFOXO-mediated repression of muscle Activin signaling and its downstream functions including muscle autophagy, muscle proteostasis and subsequent remote control of systemic insulin/IGF signaling.

## Results

### Activin-like ligand *dawdle* is a direct transcriptional target of dFOXO that regulates longevity

To understand how dFOXO extends *Drosophila* lifespan we sequenced promoters derived from chromatin-immunoprecipitation with antibody against dFOXO in two genotypes of long-lived flies with reduced insulin signaling. 

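Chromatin was prepared from female adults aged 15 days of 2 long-lived genotypes. The *chico* flies were heterozygous for a mutation in the gene for the insulin receptor substrate. In the other flies, insulin-producing cells (IPCs) of the adult brain were partially ablated by induced expression of the cell death gene *reaper*. Each genotype had 2 biological replicates, each from 200 to 250 flies. In each replicate, dFOXO-bound DNA was precipitated with an anti-dFOXO antibody (ChIP DNA), and DNA taken before the precipitation served as input. This gave 8 samples, with 2 of ChIP DNA and 2 of input DNA per genotype. The paper states a depth of about 20000000 reads per sample, of which about 70% had an alignment. The authors pooled the reads of both replicates, aligned them with Bowtie, called enriched regions with PeakSeq and deposited a list of regions for each genotype. For each region the lists give the position, the number of ChIP tags, the number of input tags scaled to the ChIP library, the ratio of these numbers (the enrichment), a p-value and the genes nearby. The enrichment per region is the authors' value, and it was used here to describe, rank and filter regions within each list.

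Since replicates were pooled, each region had 1 ChIP value and 1 input value per genotype, with no measure of the spread between replicates. All p-values and intervals for a region therefore cover counting error only and compare the pooled libraries of a genotype, not the conditions. The lists hold the tags of the listed regions alone, which were 1012591 ChIP tags over 2.06 Mb in *chico* and 2305347 ChIP tags over 7.67 Mb after IPC ablation. ChIP tags and scaled input tags of each region were compared by an exact one-sided binomial test. The p-values were adjusted by the Benjamini-Hochberg method, and regions with an adjusted p of 0.01 or less, the FDR in the paper's methods, are called passing regions. For *chico* the adjustment was over 26819 candidate regions, the number that follows from the authors' adjusted p-values and ranks. For IPC ablation this number could not be derived, and the adjustment was over the listed regions, which is the more lenient choice. Coordinates are those of the authors' lists, and the paper's text does not name their genome build. The Release 6 gene table of *D. melanogaster* was used for gene names, for the number of protein-coding genes and for the order of genes along the chromosome arms.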

Heterozygotes of *chico^1^* live 36% longer than co-segregating wildtype sibs [13], [29]. Unlike many mutants of the insulin-signaling pathway, *chico* ^+/−^ adults have normal development time, body size and fecundity. Aging is likewise retarded by partially ablating adult IPCs by inducing apoptosis with a cell specific inducible driver (*Dilp2-GeneSwitch-gal4>UAS-reaper*) [27]. We conducted ChIP-Seq analysis from 15-day old female adults from both genetic manipulations. This revealed dFOXO to bind at 1331 and 763 promoter regions (Figure S1B), from *chico* and IPCs ablated flies respectively, corresponding to 2042 and 1012 candidate genes (Figure 1A and Table S7).

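Widths and tag numbers differed between the lists. The 1331 *chico* regions had a median width of 1395 bp (range 515 to 5816 bp), and the 763 regions after IPC ablation had a median width of 6569 bp (range 1295 to 99265 bp). Median tag numbers per region were 685 ChIP tags and 617 scaled input tags in *chico*, and 1980 ChIP tags and 1922 scaled input tags after IPC ablation. The median enrichment was 1.10 in *chico* (range 1.07 to 2.52) and 1.02 after IPC ablation (range 1.00 to 1.28). Enrichment was under 1.1 in 631 *chico* regions (47.4%) and under 1.05 in 640 regions after IPC ablation (83.9%). At the median total of 1300 ChIP and input tags per *chico* region, the smallest enrichment with an exact one-sided binomial p under 0.05 was 1.10. At the median total of 3925 tags after IPC ablation, it was 1.05. Before adjustment, the exact p was 0.05 or higher in 514 *chico* regions (38.6%) and in 650 regions after IPC ablation (85.2%). After adjustment, 36 *chico* regions with 45 genes passed, and 5 regions with 12 genes passed after IPC ablation. The scaling of the input moved these numbers most. With input tags lowered by 5%, 137 and 311 regions passed, and with input tags raised by 5%, 24 and 0 passed.

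The 5 largest *chico* enrichments were at *Tob*, *jing*, *rut*, *caps* and *CG6847*, each on the 5' side inside the gene. The region at *Tob* (FBgn0028397; X, 15985348 to 15985924) held 644 ChIP and 256 scaled input tags, an enrichment of 2.52 (95% exact binomial interval 2.17 to 2.92, exact adjusted p = 1.88e-35). The region at *jing* (FBgn0086655; 2R, 2388975 to 2390108) held 1118 ChIP and 547 scaled input tags, an enrichment of 2.05 (interval 1.84 to 2.27, adjusted p = 4.36e-41 from the exact binomial test). After IPC ablation the 5 largest enrichments were at *CR32028*, *oc*, *Ddr*, *CG18375* and *ome*, and only the regions at *CR32028* and *oc* passed. The region at *CR32028* (FBgn0062463; 3L, 8433264 to 8435952) held 929 ChIP and 728 scaled input tags, an enrichment of 1.28 (interval 1.16 to 1.41, adjusted exact p = 0.000332). The region at *oc* (FBgn0004102; X, 8544241 to 8546358) had an enrichment of 1.21 (interval 1.10 to 1.33, adjusted exact p = 0.00757). All 4 adjusted p-values are from the exact one-sided binomial test.

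The centre of a region is the position given in the authors' lists, which is the midpoint in all 1331 *chico* regions and in 0 of the IPC regions. In the IPC list it lay at a median of 1160 bp from the midpoint, and the paper's text does not define it. The centre lay within 1 kb of the 5' end of a listed gene in 468 *chico* regions, or 35.2% (95% Wilson interval 32.6 to 37.8%). After IPC ablation it did so in 245 regions, or 32.1% (interval 28.9 to 35.5%), but the midpoint did so in 132 IPC regions, or 17.3% (interval 14.8 to 20.1%). With a limit of 5 kb these shares were 78.5% and 65.7%. The share of regions that the authors place 5' of a gene or on its 5' side was 73.9% in *chico* and 73.5% after IPC ablation. The paper takes the genes near these regions as candidate targets of dFOXO.

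**Figure D1:**
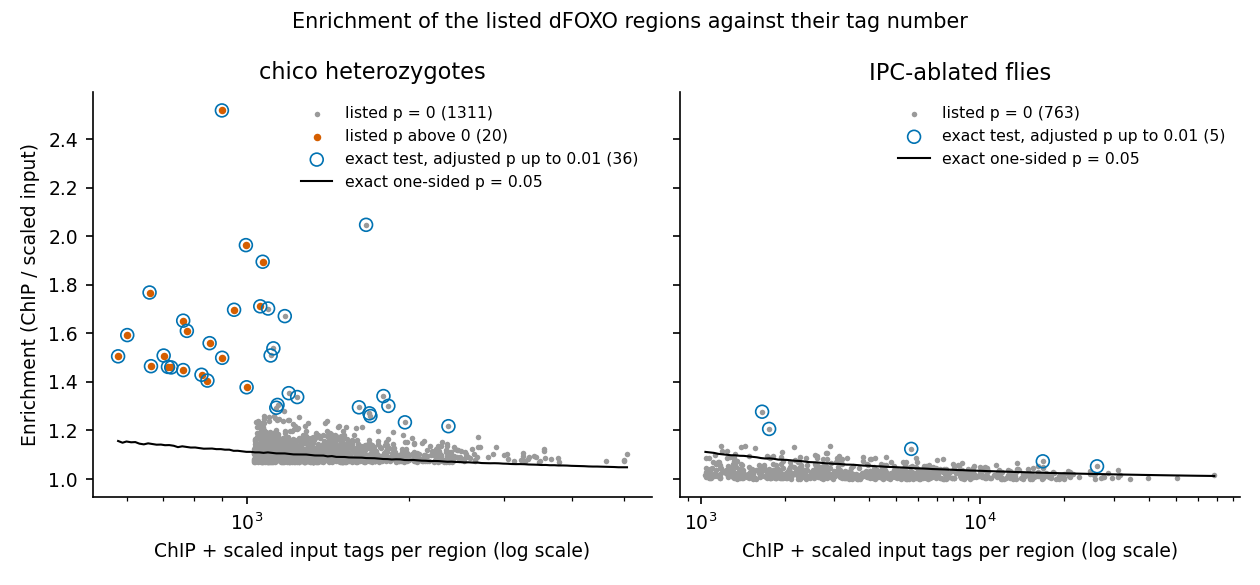
Enrichment (ChIP tags over scaled input tags) of each listed region against its total of ChIP and scaled input tags (log scale), in *chico* heterozygotes (left) and IPC-ablated flies (right). Each point is a region, orange points have a listed p-value above 0 (20 regions, all in *chico*), circles mark the 36 and 5 passing regions, and the line is the enrichment at which the exact one-sided binomial p reaches 0.05.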

**Figure 1:**
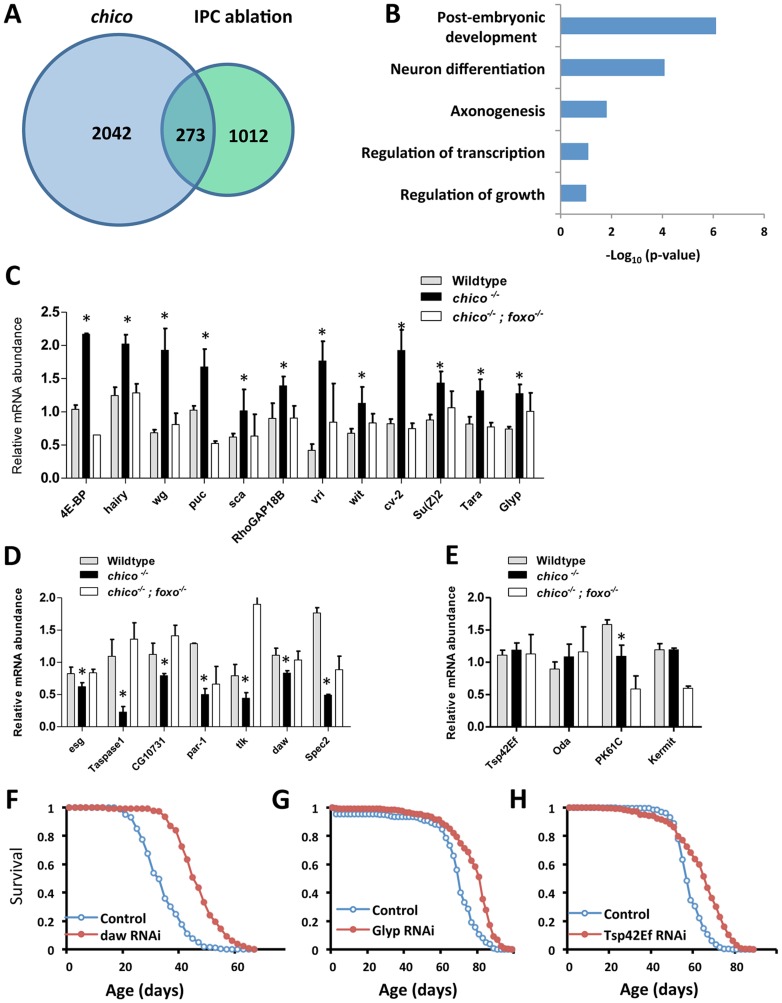
ChIP-Seq to identify dFOXO direct target genes and lifespan screen for 23 selected candidates. (A) Venn diagram to show dFOXO target genes identified in ChIP-Seq analysis. 15-day-old female insulin mutants (*chico ^−/+^* and IPC ablation) were used in ChIP-Seq experiments. dFOXO was enriched at promoters of 273 genes common to these genotypes. (B) Pathway analysis for 273 dFOXO targets, determined by DAVID functional classification. (C–E) Expression analysis of 23 selected dFOXO target genes indicates dFOXO acts as both activator and repressor. Asterisk indicates significant difference between *chico^−/−^* and wildtype (p<0.05); three biological replicates per genotype. (F–H) Lifespan analysis for three dFOXO target genes (*daw*, *Glyp* and *Tsp42Ef*) (Log-rank test, *p*<0.0001). Ubiquitous GeneSwitch (GS)-Gal4 drivers, Tub-GS-Gal4 or Tub-GS-dicer2-Gal4 (with UAS-dicer2 to enhance the knockdown) were used in lifespan screen (lifetable statistics summarized in Table S1).

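The *chico* and IPC lists had 253 gene identifiers in common, which were 12.4% of the *chico* genes and 25% of the IPC genes. Of the shared genes, 6 were near a passing region in *chico*, 3 were near a passing region after IPC ablation and 0 were near passing regions in both. For 84 shared genes a *chico* region overlapped an IPC region, while for the other 169 the gene had separate regions in the lists. Among 13962 protein-coding genes, 1971 were in the *chico* list, 941 were in the IPC list and 249 were in both, against 133 expected for independent lists. This was a 1.87-fold excess (Fisher's exact test, one-sided, p = 3.41e-25), although neighbouring genes share regions and are not independent. The median length of shared genes was 19.3 kb, and that of the other *chico* genes was 3.89 kb. The criterion for a target gene moved the number of shared genes most. It was 195 for genes at a listed distance of up to 5 kb and 132 at up to 1 kb. It was 0 for genes with an enrichment of at least 1.2 in both lists. For most genes the listed distance runs from the listed centre to the gene, not from the edge of the region.

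Of the IPC regions, 81 overlapped a *chico* region by at least 1 bp. In 10000 random circular shifts of the IPC regions along each chromosome arm, 83.7 ± 7.91 (mean ± SD) overlapped (permutation test, one-sided, p = 0.655). Region centres gave another result, with 41 IPC centres within 500 bp of a *chico* centre against 7.86 ± 2.77 in shifted lists (permutation test, one-sided, p = 0.0001, the smallest the shifts can give). With the midpoint of each region as its centre, 12 were within 500 bp against 7.86 ± 2.74 in shifted lists (permutation test, one-sided, p = 0.0965). Across the 82 pairs of overlapping regions, enrichments were not correlated between genotypes (Spearman's rho = -0.00506, permutation test, two-sided, p = 0.966; Pearson's r of log2 enrichment = -0.0066, p = 0.946). These are correlations across regions, which are not independent replicates.

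Ordered by the lower of their enrichments in the lists, the first 5 shared genes were *ome*, *sbb*, *oc*, *Su(z)2* and *qvr*. At *ome* (FBgn0259175) the enrichment was 1.15 in *chico* (3L, 14659760 to 14661034) and 1.13 after IPC ablation (3L, 14716180 to 14718469), in regions that do not overlap. At *sbb* (FBgn0010575) it was 1.13 in *chico* (2R, 14190270 to 14191944) and 1.12 after IPC ablation (2R, 14238211 to 14245918). These regions do not overlap either, and their adjusted p-values from the exact binomial test were 1 and 0.00155. At *oc* the *chico* region (X, 8544534 to 8545652) lay inside the IPC region and had an enrichment of 1.12 (exact one-sided binomial p = 0.0383 before and 1 after adjustment).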

We identified 273 genes common to both longevity-assurance genotypes (Figure 1A). Biological functions defined by Gene Ontology (david.abcc.ncifcrf.gov) in this overlapping set include development, growth and neuron differentiation (Figure 1B). Pathway analysis (david.abcc.ncifcrf.gov) revealed enrichment in Wnt and TGF-β signaling (Figure S1C). 

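The DAVID categories themselves were not used here. The shared genes tested were those of the deposited lists, with 253 identifiers, while the paper's common set holds 273. Few pathway genes were among the shared genes, so genes missing from them could change the result. The tests on shared genes therefore cannot decide on the enrichment that the paper reports. Overlap with pathway genes was tested with member lists written by hand in advance, of 15 ligands, receptors and Smads of TGF-β signaling and 47 genes of Wnt signaling. None of the 15 TGF-β genes was among the shared genes, with 0.268 expected from the protein-coding background (Fisher's exact test, one-sided, p = 1). *Mad* was listed in *chico* alone, and *daw* and *wit* after IPC ablation alone. Of the Wnt genes, 2 were shared, *wg* and *Drl-2*, against 0.838 expected (fold 2.39, Fisher's exact test, one-sided, p = 0.204, and 0.409 after Benjamini-Hochberg adjustment over the 2 pathways). With a wider list of 28 TGF-β genes that adds extracellular modulators and regulators, 1 shared gene was found, *dally* (FBgn0011577), against 0.499 expected (fold 2.00, p = 0.396 from Fisher's exact test, one-sided). The enrichment at *dally* was 1.59 in *chico* and 1.01 after IPC ablation. Within the single lists, 8 Wnt genes were found in *chico* (6.63 expected, Fisher's exact test, one-sided, p = 0.342) and 8 after IPC ablation (3.17 expected, p = 0.0124). The TGF-β list gave 1 gene in *chico* (2.12 expected) and 2 after IPC ablation (1.01 expected), while the wider TGF-β list gave 7 in *chico* (3.95 expected, Fisher's exact test, one-sided, p = 0.0894) and 4 after IPC ablation (1.89 expected, p = 0.116). After adjustment over the 4 tests of the 15 and 47 genes in single lists, the p of Fisher's exact test for Wnt genes after IPC ablation was 0.0496. The IPC regions of these 8 genes had enrichments of 1.00 to 1.07 (exact one-sided binomial p from 0.108 to 0.493), and none passed. The genes *wg*, *Wnt4* and *Wnt10* lie near each other on 2L, so the 8 genes are not independent.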

Corresponding to previous work, we also found significant binding of dFOXO at *puckered* (*puc*) in both longevity assurance genotypes (Table S1). 

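The *puc* gene (FBgn0243512) is on chromosome arm 3R from 3931057 to 3948023 in the authors' lists. Its *chico* region extends from 3931419 to 3932052, a width of 634 bp on the 5' side inside the gene, with its centre 678 bp from the 5' end. It held 478 ChIP tags and 297 scaled input tags, an enrichment of 1.61 (95% exact binomial interval 1.39 to 1.87). The p-value was 4.16e-11 both in the deposited list and in the exact one-sided binomial test, and 8.58e-08 after Benjamini-Hochberg adjustment. The IPC list held no region paired with *puc*, by symbol, identifier or alias, so that tag numbers at *puc* after IPC ablation were not analysed here. The IPC list held 20 regions on the whole of arm 3R.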

In the JNK signaling pathway, *puc* is a negative regulator of JUN kinase *basket* (*bsk*), and mutation of *puc* extends *Drosophila* lifespan [30].

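For expression and lifespan analyses the paper chose *4ebp* (*Thor*), *h*, *wg*, *puc*, *sca*, *RhoGAP18B*, *vri*, *wit*, *cv-2*, *Su(z)2*, *tara*, *GlyP*, *esg*, *Taspase1*, *CG10731*, *par-1*, *tlk*, *daw*, *Spec2*, *Tsp42Ef*, *Oda*, *PK61C* and *kermit*. Of these 23 genes, 17 were in the *chico* list and 7 were in the IPC list. Both lists held *4ebp*, *wg*, *sca*, *Su(z)2* and *esg*, the IPC list alone held *daw* and *wit*, and neither held *tara*, *tlk*, *Spec2* or *kermit*. The last 4 were absent by symbol and by alias, but a listing under another name was not excluded. The median enrichment of the 17 genes in *chico* was 1.26 (range 1.08 to 1.70), with 16 of them above the median of all *chico* regions. The paper chose some candidates for strong dFOXO binding, so high enrichments among them may follow in part from that choice. The exact one-sided binomial p was under 0.05 for 16 of the 17 before adjustment, and 8 were at passing regions (*h*, *puc*, *RhoGAP18B*, *cv-2*, *esg*, *Tsp42Ef*, *Oda* and *PK61C*). The largest was at *cv-2* (FBgn0000395; 2R, 17266273 to 17267295), with 690 ChIP and 406 scaled input tags and an enrichment of 1.70 (95% exact binomial interval 1.5 to 1.93, adjusted p = 1.84e-14). The smallest was at *par-1* (FBgn0260934), with an enrichment of 1.08 (interval 0.960 to 1.21, exact one-sided binomial p = 0.105). After IPC ablation the median enrichment of the 7 genes was 1.01 (range 1.00 to 1.10), the exact p was under 0.05 for 1 of them, *Su(z)2* (p = 0.0434), and 0 were at passing regions. The adjustment was stricter in *chico*. Over the listed regions only, as for IPC ablation, 85 of all *chico* regions passed in place of 36, and the candidates among them were not counted. Restricting the lists to regions with an enrichment of at least 1.2 left 13 of the 23 genes in *chico* and 0 after IPC ablation. At a listed distance of up to 5 kb, 17 and 5 were left, with *daw* and *Su(z)2* out of the IPC list.

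At *4ebp* (FBgn0022073; 2L) the *chico* region from 3477793 to 3478824 had an enrichment of 1.26 (interval 1.12 to 1.41). The IPC region there was 27269 bp wide, from 3462874 to 3490142, with an enrichment of 1.02 (interval 0.993 to 1.05). At *esg* (FBgn0001981; 2L) the enrichment was 1.43 in *chico* (interval 1.24 to 1.64) and 1.00 after IPC ablation (interval 0.939 to 1.07). The difference between genotypes was not tested, since regions and input scaling differ between the lists. The gene *daw* (FBgn0031461) is on 2L from 2805518 to 2812147 in the lists. The IPC region paired with it, for which the list ranks another gene first, extends from 2797046 to 2799175. The region lies 5' of *daw*, at a listed distance of 6808 bp. It held 661 ChIP and 631 scaled input tags, an enrichment of 1.05 (interval 0.938 to 1.17, exact one-sided binomial p = 0.210), so an excess over input was not detectable at this depth.

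**Figure D2:**
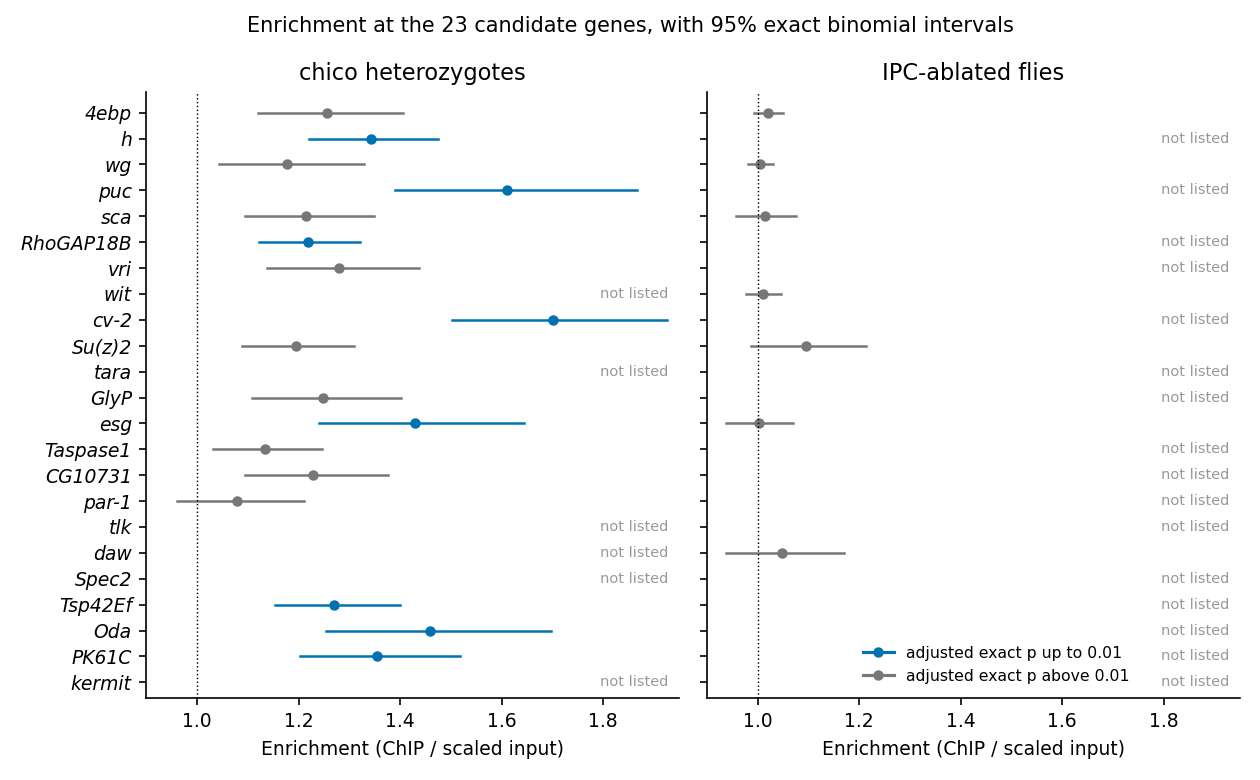
Enrichment (ChIP tags over scaled input tags) of the regions listed for the 23 genes in *chico* heterozygotes (left) and IPC-ablated flies (right). Points are the listed enrichments, bars are 95% exact binomial intervals that cover counting error only, blue marks an adjusted exact p of 0.01 or less, and the dotted line is an enrichment of 1. In *chico* 8 genes are blue, and after IPC ablation 0 are blue.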

To determine how candidate dFOXO targets affect longevity we selected 23 genes for further analyses (Figures 1C–1E, Table S1) based on their placement in recognized signaling pathways or because they showed a strong dFOXO binding. dFOXO binding at the promoter of these candidates was verified by ChIP followed with gene specific qPCR. In this analysis dFOXO was significantly enriched at all candidate targets in both insulin mutants when compared to wildtype (Figures S1E–S1F).

To measure the impact of insulin/IGF-1 on candidate transcription we quantified mRNA in adults of wildtype (WT), *chico* null mutant (*chico* ^−/−^) and *chico; foxo* double mutant (*chico ^−/−^; foxo ^−/−^*) (Figures 1C–1E). Transcripts of 12 genes were up-regulated in *chico ^−/−^* relative to wildtype but not in *chico ^−/−^; foxo ^−/−^*, indicating that dFOXO induces these genes. The expression of seven genes was repressed in *chico ^−/−^* relative to wildtype but not in *chico ^−/−^; foxo ^−/−^*, suggesting that dFOXO directly represses these genes. Four genes were not differentially expressed despite their enriched dFOXO binding in the insulin mutants; activated dFOXO may be required but not sufficient to control the expression of these genes. Thus, dFOXO can function as both a transcriptional activator and repressor [26], but this factor may also become poised at genes upon reduced insulin signaling and not affect transcriptional changes until the required co-factors are induced by other signals.

To determine if candidate dFOXO targets contribute to aging regulation we measured lifespan and age-specific mortality when each was reduced by RNAi or over-expressed from transgenes. Cohorts of control and mis-expression genotypes were coisogenic; misexpression was induced only in adults via GeneSwitch (GS)-Gal4 driving either UAS-RNAi or UAS-transgene. The effect of RNAi on lifespan was assessed for all 23 candidates. Knockdown of three genes (*daw*, *Glyp* and *Tsp42Ef*) extended lifespan by consistently reducing age-specific mortality (Figures 1F–1H, Figure S2 and Table S1), while knockdown of 14 genes shortened lifespan (Table S1). Among the candidates whose transcriptions were positively regulated by dFOXO, seven transgenic lines were available to test the effect of overexpression on lifespan; two cases had no effect on lifespan while five cases reduced survival (Table S2).

Among the observed longevity assurance genes, *daw*-RNAi induced by two independent ubiquitous GeneSwitch drivers respectively extended lifespan 12% to 35% (mean lifespan) by consistently reducing mortality rate (Table S1, S3). Dawdle is one of two *Drosophila* Activin-like ligands [31], [32], belonging to the Transforming Growth Factor-β (TGF-β) protein superfamily. To date, *daw* is reported to function in axon guidance [31], [32], cell proliferation and larval brain development [33]. Our results indicate that *daw* acts as a downstream target of dFOXO to modulate lifespan, suggesting that the Activin branch of TGF- β signaling may participate in control of aging.

### Activin signaling within muscle regulates *Drosophila* lifespan

*Drosophila* has two TGF-β ligand subfamilies: bone morphogenetic proteins (BMP) (ligands: Dpp, Gbb and Scw) and Activin (ligands: Daw and Act-β). These ligands signal through subfamily-specific Type I receptors (Tkv and Sax for BMP, Babo for Activin) and shared Type II receptors (Punt, Wit). BMP-like ligands and Activin-like ligands activate distinct downstream signaling cascades leading respectively to phosphorylation of the Smad transcription factors Mad and Smox (Figure 2A) [34].

**Figure 2:**
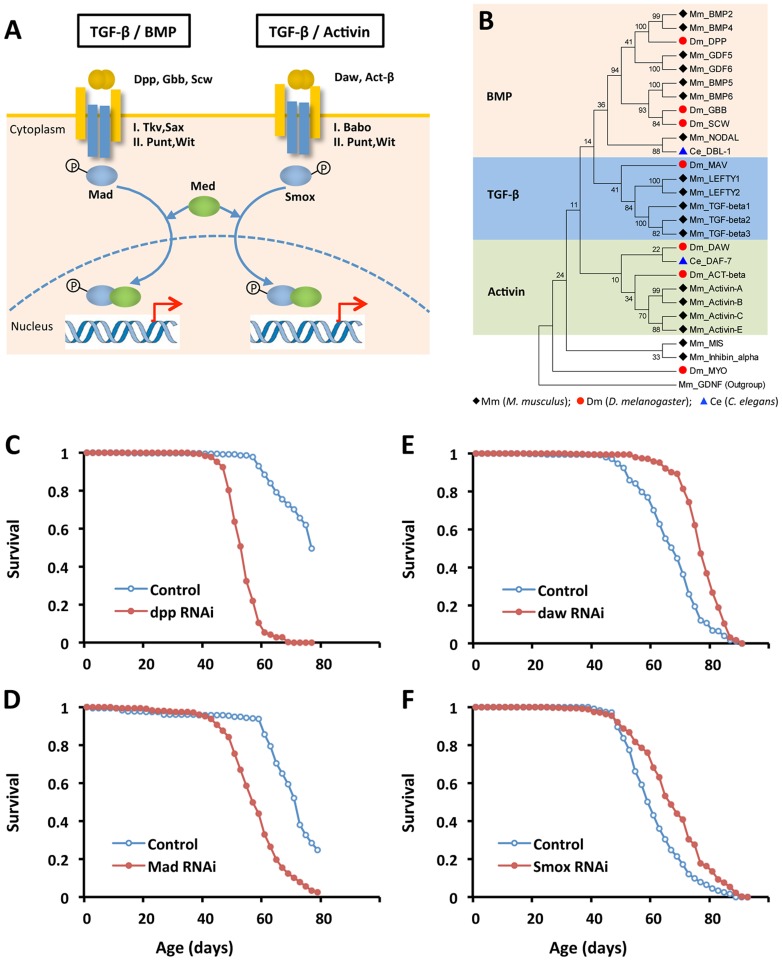
Reducing Activin signaling, but not BMP signaling prolongs lifespan in *Drosophila*. (A) Schematic showing distinct TGF-β pathways in *Drosophila*: BMP and Activin. (B) Phylogenetic analysis of TGF-β ligands from worm, fly and mouse. Ligand sequences were retrieved from Flybase, Wormbase and Genebank, respectively. The phylogeny was constructed using MEGA 5.0. (C–F) Lifespan analysis of TGF-β pathways in *Drosophila* using ubiquitous GeneSwitch (GS)-Gal4 drivers, Tub-GS-Gal4 or da-GS-gal4 (Log-rank test, *p*<0.0001). See Table S3 for survival analysis.

Since *daw*-RNAi increases lifespan, we determined whether other elements of either TGF-β pathway could likewise control aging (Figures 2C–2F and Figure S3). RNAi for *Smox*, the Activin associated Smad transcription factor, extended lifespan 10% (Figure 2F). RNAi for Activin receptor *babo* and the Activin-like ligand *Act-β* did not affect survival. Repressing the BMP branch of TGF-β signaling via RNAi for *dpp*, *gbb*, *Mad* and *Tkv* consistently reduced survival (Table S3). Ubiquitously overexpressing genes in either Activin or BMP subfamily shortened lifespan (data not shown), as did RNAi for co-Smad (*Med*), the shared Type-II receptor (*Punt* and *Wit*) and two other TGF- β ligands (*Myo* and *Mav*) (Table S3).

The TGF-β signaling pathways of *Drosophila* are homologous to *C. elegans* TGF-β/dauer and Sma/Mab. Recent reports clarify that the TGF-β/dauer pathway can regulate somatic aging, while the Sma/Mab pathway appears to modulate reproductive aging [35], [36]. We performed a phylogenetic analysis on TGF-β ligands of *C. elegans*, *Drosophila* and mouse (Figure 2B). Similar to previous published phylogenetic analysis [37], [38], we found that the TGF-β/dauer ligand of *C. elegans*, DAF-7, is closely related to Activin-like ligands in *Drosophila* (Daw and Activin-β) and mouse (Activin-A, B, C and E), while the Sma/Mab ligand in *C. elegans*, DBL-1, is similar to BMP-like ligands in *Drosophila* and mouse. Together these results suggest that Activin may be a conserved longevity pathway.

To understand how Activin regulates *Drosophila* aging we determined which tissues produced this control. *daw* mRNA is highly expressed in muscle and fat body, a tissue with both liver and adipose-like activities (Figure 3A). Smox protein is more widely distributed (Figure 3B). To assess the role of Activin in muscle and fat body we knocked down *daw*, *Smox* and *babo* with tissue-specific drivers. Lifespan was extended by inactivating each of these genes in muscle, but not in fat body (Figures 3C–3H, Figure S4 and Table S4). Since *daw* is a dFOXO downstream target that is down-regulated in *chico* mutants (Figure 1D), we determined whether reduced insulin/IGF-1 signaling modulates Activin within muscle. *chico* mutants showed reduced *daw* mRNA sampled from thorax (containing mostly flight muscle), and this effect was reversed in *chico; foxo* double mutants (Figure 3I). Furthermore, Smox protein was less phosophorylated in *chico* mutants (Figure 3J). Insulin/IGF-1 signaling, through dFOXO, thus appears to modulate muscle Activin signaling, which in turn is sufficient to regulate longevity.

**Figure 3:**
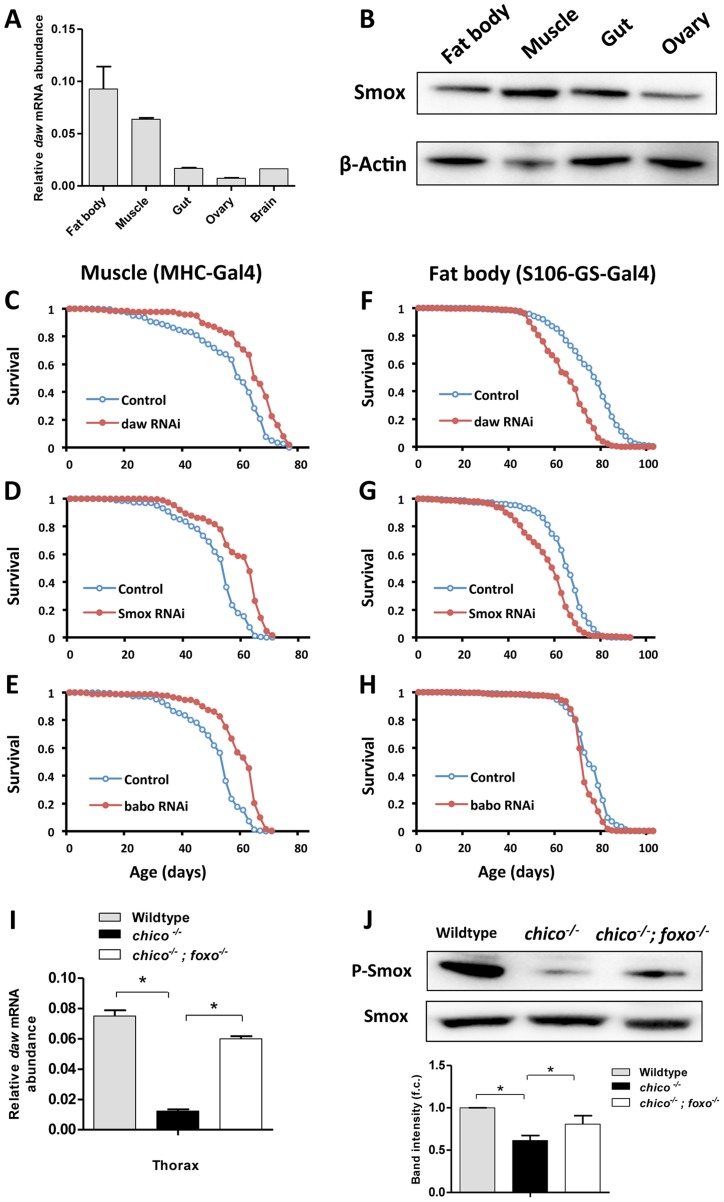
Inactivation of genes in Activin signaling (*daw*, *Smox* and *babo*) in muscle, but not in fat body extended lifespan. (A) Tissue-specific gene expression pattern of *daw*. (B) Tissue-specific distribution of transcription factor Smox using 7-day-old *Oregon R* females. (C–E) Lifespan analysis of Activin signaling using muscle-specific Gal4 driver (MHC-Gal4). Lifespan was extended by inactivating Activin genes (*daw*, *Smox* and *babo*) in muscle (Log-rank test, *p*<0.0001). (F–H) Lifespan analysis of Activin signaling using adult fat body-specific Gal4 driver (S106-GS-Gal4). Fat body-specific inactivation of Activin genes (*daw* and *Smox*) shortens lifespan (Log-rank test, *p*<0.0001). See Table S4 for survival analysis. (I, J) mRNA expression of *daw* and phosphorylation of Smox are down-regulated by *chico* mutation and rescued by mutation of dFOXO. Muscle and fat body were dissected from 7-day-old female wildtype, *chico^−/−^* and *chico;foxo* double mutants. Band intensity was quantified using Bio-Rad Image Lab software. The average band intensity from four independent experiments is shown. Asterisk indicates significant difference between treatment and control (*p*<0.05).

### Muscle Activin signaling regulates proteostasis and autophagy

Muscle performance in many animals declines in parallel to the accumulation of misfolded protein aggregates [39]. Insulin/IGF-1 signaling in *Drosophila* may affect this process since over-expressing dFOXO in *Drosophila* muscle slows the aggregate accumulation and promotes macroautophagy [18]. Here we determine whether dFOXO mediates its effects on muscle proteostasis and function through its control of Activin.

Experimentally reducing Activin prevents the decline of muscle function with age. Flight activity typically declines in aging flies [18], as it does in our wildtype control (Figures 4A–4C). RNAi against the Activin factors *daw*, *Smox* and *babo* each retarded this decline (Figures 4A–4C). Likewise, the ability to climb at advanced ages was preserved in *daw* RNAi flies relative to wildtype (Figure S6D). Progression of these composite movement traits was associated with changes in protein aggregates within muscle. Aggregates visualized with Poly-Ubiquitin FK2 antibody increase with age in wildtype muscle, but this change was significantly delayed by muscle specific RNAi against *daw*, *Smox* or *babo* (Figure 4D, F).

**Figure 4:**
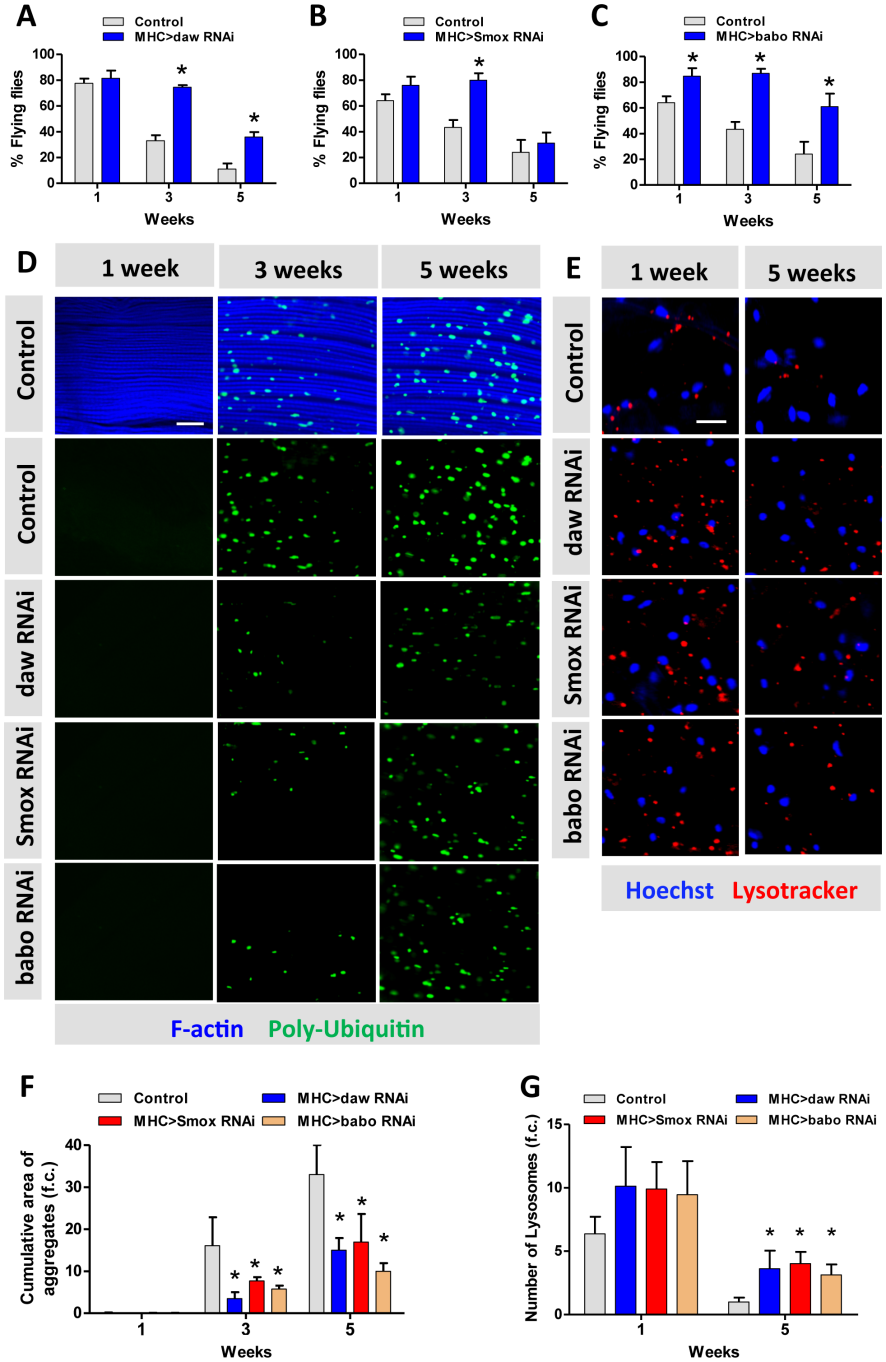
Activin signaling regulates muscle aging and proteostasis. (A–C) Decline of flight with age is delayed in *daw*, *Smox* and *babo* RNAi flies. 40 females were scored for each genotype at each time point. Flying ability was measured at one week, three weeks and five weeks. (D) Poly-Ubiquitin-positive protein aggregates are reduced at old age in *daw*, *Smox* and *babo* RNAi flies. Aggregates were visualized with Poly-Ubiquitin FK2 antibody at one week, three weeks and five weeks. Scale bar: 20 µm. (E) RNAi for *daw*, *Smox* and *babo* preserves the decline of lysotracker-positive organelles (lysosomes). Scale bar: 20 µm. (F) Quantification of the cumulative area of protein aggregates for Figure 4D (n = 20). (G) Quantification of the number of lysotracker-positive stain for Figure 4E (n = 10). Asterisk indicates significant difference between treatment and control (*p*<0.05).

Macroautophagy modulates protein aggregate accumulation [40]. We used two markers of lysosome/autophagy activity, lysotracker and cherry-tagged-Atg8a (homolog of LC3), to determine if Activin regulates muscle proteostasis through macroautophagy. The intensity of lysosome markers decreased with age in wildtype flight muscle, but was maintained in aged muscle expressing RNAi for *daw*, *Smox*, or *babo* (Figure 4E, quantified in Figure 4G). We likewise observed more autophagosomes in flight muscle with inactivated TGF- β/Activin signaling (via RNAi for *daw*, *Smox*, or *babo*) (Figure 5A). In contrast, constitutively activated Activin signaling (via overexpressing *babo*-Act) reduced the number of autophagosomes (Figure 5A, 5B). Since Activin signaling is transcriptionally regulated by dFOXO via *daw*, these results may explain reported associations between reduced insulin signaling and elevated autophagy [18]. Reduced insulin signaling represses Activin, which in turn releases repression of autophagy and thereby reduces accumulation of protein aggregates.

**Figure 5:**
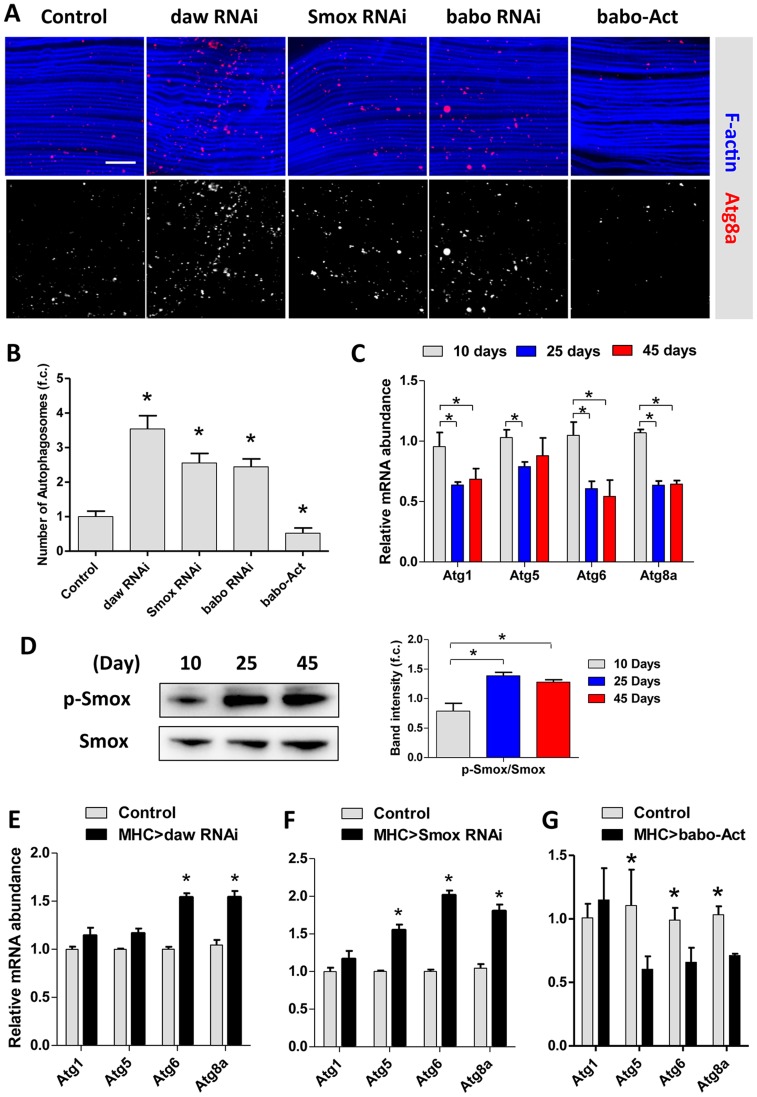
Activin regulates muscle autophagy. (A) Autophagosomes indicated using an *Atg8a*-Cherry reporter in Activin RNAi flies or *babo* over-expressing (*babo-Act*) flies. 3-day old females. (B) Quantification of autophagosomes for Figure 5A (n = 20). (C) mRNA expression of autophagy genes (*Atg1*, *Atg5*, *Atg6* and *Atg8a*) in aging muscle, at 10 days, 25 days and 45 days. (D) Phosphorylation of Smox in muscle increases with age. The average band intensity from three independent experiments was quantified using Image Lab software. (E) Inactivation of *daw* in muscle up-regulates autophagy gene expression. (F) RNAi against *Smox* in muscle up-regulates autophagy gene expression. (G) Constitutive activation of *babo* (*babo-Act*) in muscle inhibits autophagy gene expression. Asterisk indicates significant difference between treatment and control (*p*<0.05).

### Activin signaling represses autophagy via transcriptional regulation on Atg8a

*Drosophila* encode 18 autophagy genes [41]. Many of these are less expressed in aged flies (Figure 5C) [18]. Since reduced *Smox* mRNA produces elevated autophagy in aged muscle, we studied the phosphorylation of this transcription factor in old flies. Smox phosphorylation is increased in aging muscle (Figure 5D), suggesting that Activin may be a negative regulator of *Atg* gene expression. Indeed, *Atg6* and *Atg8a* mRNA were increased when *daw* and *Smox* were reduced in muscle (Figure 5E, 5F), while mRNA of *Atg5*, *Atg6* and *Atg8a* were reduced by over-expressing constitutively active form of the *babo* receptor (Figure 5G).

*Drosophila* Smox protein is homologous to vertebrate Smad2 and Smad3 transcription factors. Human Smad3 protein recognizes the consensus sequence GTCTAGAC [42], although a single copy of the Smad box (GTCT) is also reported to support Smad3 binding at the MH1 domain [43]. We searched the promoter regions of *Atg8a* and identified at least two adjacent Smad boxes located within *Atg8a* (Figure 6A). ChIP-PCR with affinity-purified Smox antibody showed that Smox binds to the promoter region of *Atg8a* (Figure 6B), but not *Atg1* and *Atg6* (Figure 6C). In contrast to Smox, dFOXO does not bind to the promoter of *Atg8a* (Figure S6E). This is unlike mammalian FoxO3 which induces autophagy by directly binding to the promoters of *LC3b, Gabarapl1, and Atg12l* in C2C12 myotubes [44]. Consistent with our model for negative regulation on Activin signaling by activated dFOXO, *chico ^−/−^* inhibits Smox binding at *Atg8a* (Figure 6D).

**Figure 6:**
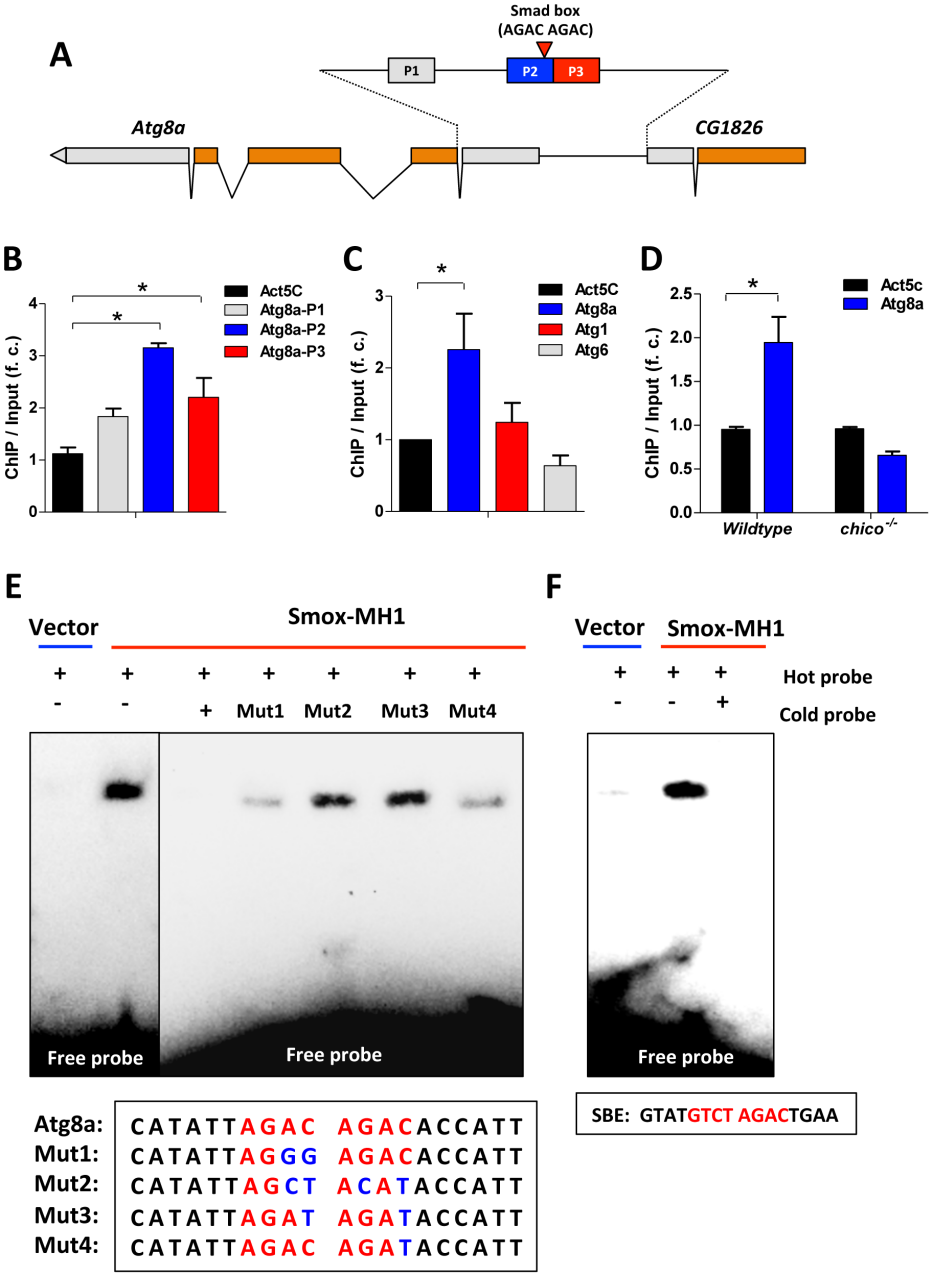
Activin signaling represses autophagy via transcriptional regulation on Atg8a. (A) Schematic of *Atg8a* genomic region (Smad box and ChIP-PCR target regions (P1–P3) are shown). Gray bar represents UTR and orange bar represents exon. (B) ChIP-PCR shows Smox binds to the promoter of *Atg8a* with binding enrichment calculated as the fold change of ChIP DNA vs. input DNA. The binding to the coding region of Actin gene (Act5C) was used as a negative control. (C) Smox binds to the promoter of *Atg8a*, but not *Atg1* and *Atg6*. The primers targeting the promoter regions containing putative Smad box in *Atg8a*, *Atg1* and *Atg6* were used in ChIP-PCR. (D) The binding of Smox to *Atg8a* promoter is abolished by *chico* mutation. Asterisk indicates significant difference between treatment and control (*p*<0.05). (E). EMSA analysis reveals that recombinant Smox protein (MH1-DNA binding domain) binds to Smad binding element (AGAC AGAC) located in *Atg8a* promoter. Biotin-labeled *Atg8a* oligonucleotide probe (5′- CATATTAGAC AGACACCATT -3′) and its mutated forms are labeled with biotin. Halo-tagged Smox-MH1 DNA binding domain (amino acids 1–140) are expressed in *E. coli* and purified before used in EMSA analysis. (F) Recombinant Smox protein can also bind to mammalian SBE (GTATGTCT AGACTGAA).

An electrophoretic mobility shift assay (EMSA) confirms that Smox binds directly within *Atg8a* promoter. We expressed and purified a recombinant protein of the Smox-MH1 DNA binding domain (amino acids 1–140) and measured its interaction with biotin-labeled *Atg8a* oligonucleotide probes containing Smad box (5′-AGAC AGAC-3′). Smox-MH1 strongly bound to the *Atg8a* probe, and this interaction was blocked by addition of unlabeled wildtype cold probes (Figure 6E). To define the required sequences of this Smad box (AGAC) we competed labeled wildtype probe with mutated cold probes. Unlabeled cold probes with mutations in both Smad boxes (Mut2 and Mut3) did not compete with the wildtype binding, but cold probe mutants for only a single only Smad box (Mut1 and Mut4) retained some competitive ability (Figure 6E). Furthermore, *in vitro* expressed Smox-MH1 also binds to the oligonucleotide probe for the vertebrate Smad binding element (5′-GTCT AGAC-3′) (Figure 6F). Together these data identify an invertebrate Smad binding element (AGAC AGAC) in the promoter region of the autophagy gene *Atg8a*. This Smad binding element contains a direct repeat of two Smad boxes (AGAC). Upon activation, Smox, the *Drosophila* homologue of Smad2/3, binds to the Smad box located within the promoter of *Atg8a*. Activin signaling represses autophagy via direct transcriptional regulation on the key autophagy gene *Atg8a*.

To test whether increasing *Atg8a* expression within muscle is sufficient to promote lifespan, we over-expressing *Atg8a* using a muscle-specific driver (MHC-Gal4). Lifespan was modestly but significantly increased, suggesting that *Atg8a* gene is a specific instance of a longevity assurance genes that that functions through muscle downstream of Activin signaling (Figure 7A, Table S4). To further examine whether *Atg8a* is required for Activin-mediated lifespan extension, we silenced both *Atg8a* and *daw* using muscle-specific RNAi (Figure 7B, Figure S7, Table S5). Lifespan extension when *daw* RNAi was expressed in muscle was rescued when *Atg8a* was simultaneously reduced by RNAi in this tissue, indicating Activin regulates longevity through muscle *Atg8a*.

**Figure 7:**
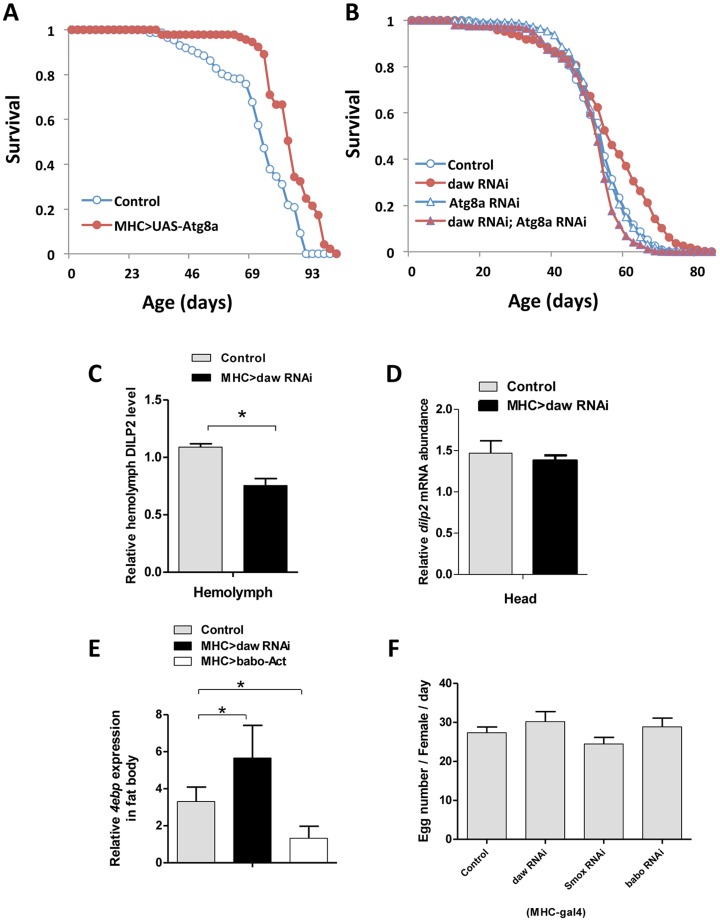
Muscle Activin signaling regulates longevity through *Atg8a* and remotely controls brain insulin secretion. (A) Lifespan analysis of muscle-specific *Atg8a* overexpression. (B) Genetic epistasis between *daw* and *Atg8a* in muscle (MHC-Gal4). Simultaneous expression of RNAi for *daw* and *Atg8a* blocks the longevity benefit of *daw* RNAi alone (while *Atg8a* RNAi alone does not affect survival). See Table S5, S6 for survival analysis. (C, D) Muscle-specific *daw* RNAi reduces circulating DILP2 level, but has no effects on *dilp2* mRNA expression in the head. (E) *4ebp* mRNA expression in fat body is regulated by muscle Activin signaling. *4ebp* mRNA is elevated in fat body when *daw* is reduced in muscle, while it is repressed when muscle *babo* is induced. (F) Female fecundity is not affected by reducing muscle Activin signaling. Asterisk indicates significant difference between treatment and control (*p*<0.05).

### Muscle Activin signaling remotely controls brain insulin secretion

Previous studies from *C. elegans* recognize cross-talk between insulin/IGF-1 and TGF-β pathways [36], [45]. DAF-16 is nuclear localized in many mutants of the TGF-β/dauer pathway [36]. To determine if muscle Activin signaling affects *Drosophila* lifespan through systemic insulin/IGF-1signaling we measured circulating insulin-like peptides in adults with tissue specific *daw*-RNAi. Knockdown of *daw* in muscle reduced the level of hemolymph DILP2 (Figure 7C), while *dilp2* mRNA remained constant (Figure 7D), suggesting the daw specifically modulates DILP2 secretion. In contrast, knockdown of *daw* in fat body increased the level of circulating DILP2 (Figure S6F). These contrasting tissue associated changes correspond to the observed effects upon lifespan when *daw* is reduced in each tissue (Figure 3C–3H). Notably, *dilp2* mRNA is reduced in other tissue-limited genetic manipulations that extend lifespan [19], [46], and knockout of the *dilp2* locus is sufficient to extend lifespan [47]. We now see that reducing muscle Activin signaling via *daw* RNAi also remotely controls DILP2 secretion from the brain. This is sufficient to decrease systemic insulin signaling because insulin/FOXO sensitive *4ebp* mRNA is elevated in peripheral tissues (e.g. fat body) (Figure 7E).

Unlike the consistent response of *4eBP* in longevity mutants with reduced insulin, some but not all insulin/IGF pathway mutants have reduced fecundity. Here we found normal fecundity in females with reduced muscle Activin signaling (Figure 7F), suggesting the effects of muscle Activin on lifespan are not mediated through trade-off between longevity and reproduction.

## Discussion

Insulin/IGF-1 signaling modulates longevity in many animals. Genetic analysis in *C. elegans* and *Drosophila* shows that insulin/IGF-1 signaling requires the DAF-16/FOXO transcription factor to extend lifespan, while in humans several polymorphisms of FoxO3A are associated with exceptional longevity [15], [16]. Although many downstream effectors of FOXO have been identified through genome-wide studies [22], [24], [25], [26], the targets of FOXO responsible for longevity assurance upon reduced insulin signaling are largely unknown [24]. Here we found 273 genes targeted by *Drosophila* FOXO using ChIP-Seq with two long-lived insulin mutant genotypes. We focused on *daw*, an Activin ligand, which is transcriptionally repressed by FOXO upon reduced insulin/IGF signaling. Inactivation of *daw* and of its downstream signaling partners *babo* and *Smox* extend lifespan. These results are reminiscent of observations from *C. elegans* where reduced TGF-β/dauer signaling extends longevity [36]. Notably, the lifespan extension of TGF-β/dauer mutants (e.g. *daf-7 (e1372)* mutants) can be suppressed by *daf-16* mutants, suggesting that TGF-β signaling intersects with the insulin/IGF-1 pathway for longevity in *C. elegans* [36]. In our phylogenetic analysis, DAF-7, Daw and mammalian Activin-like proteins share common ancestry. Activin signaling, in response to insulin/IGF-1, may thus represent a taxonomically conserved longevity assurance pathway.

Longevity benefits of reduced Activin (TGF-β/dauer) in *C. elegans* were resolved only when the matricide or ‘bagging’ (due to progeny hatching within the mother) was prevented by treating *daf-7(e1372)* mutants with 5-fluorodeoxyuridine (FUdR) to block progeny development [36]. This approach made it possible to distinguish the role of Activin in somatic aging from the previously recognized influence of BMP (Sma/Mab signaling) upon reproductive aging in *C. elegans* [35], [48]. Activin, of course, is a somatically expressed regulatory hormone of mammalian menstrual cycles that induces follicle-stimulating hormone (FSH) in the pituitary gland. In young females, FSH is suppressed within a cycle when maturing follicles secrete the related TGF-β hormone Inhibin [49]. In mammalian reproductive aging, the effect of Activin in the pituitary becomes unopposed as the stock of primary follicles declines, thus inducing elevated production of FSH. We now find that reduced Activin but not BMP signaling favors somatic persistence in *Drosophila*. These parallels between reproductive and somatic aging among invertebrate models and humans suggest that unopposed Activin signaling is pro-aging while favoring reproduction.

Reduced insulin/IGF signaling extends lifespan through interacting autonomous and non-autonomous actions. Reducing IIS in some distal tissues has been shown to slow aging because this reduces insulin secretion from a few neurons: reducing IIS by increasing dFOXO in fat body or muscle extends *Drosophila* fly lifespan while decreasing IPC production of systemically secreted DILP2 [18], [19]. Here we identify Activin as a direct, downstream target of insulin/dFOXO signaling within muscles that has the capacity to non-autonomously regulate lifespan. Knockdown of Activin in muscle but not in fat body is sufficient to prolong lifespan. RNAi for muscle Activin signaling led to decreased circulating DILP2 and increased peripheral insulin signaling. Muscle is thus proposed to produce a signaling factor, a myokine, which impacts organism-wide aging and metabolism [18], [50], [51] (Figure S8).

Aging muscle may produce different myokine-like signals in response to their physiological state. Aged muscles degenerate in many ways including changes in composition, mitochondria, regenerative potential and within-cell protein homeostasis [52]. Protein homeostasis is normally maintained, at least in part, by autophagy [40], [53]. Loss of macroautophagy and chaperone-mediated autophagy with age will accelerate the accumulation of damaged proteins [54]. Expression of *Atg8a* in *Drosophila* CNS is reported to extend lifespan by 56% [28], while recent studies find elevated autophagy in long-lived mutants including those of the insulin/IGF-1 signaling pathway [18], [55], [56]. Our results now show that insulin/IGF signaling can regulate autophagy through its control of Activin via dFOXO. Poly-ubiquitinated proteins accumulate in aging *Drosophila* while lysosome activity and macroautophagy decline. Muscle performance with age (flight, climbing) was preserved by inactivating Activin within this tissue. This genetic treatment also reduced the accumulation of protein aggregates. These effects are mediated by blocking the transcription factor Smox, which otherwise represses *Atg8a*. Smox directly regulates *Atg8a* through its conserved Smad binding motif (AGAC AGAC). These results, however, contrast with an observation where TGF-β1 promotes autophagy in mouse mesangial cells [57].

Insulin/IGF-1 signaling is a widely conserved longevity assurance pathway. Our data indicate that reduced insulin/IGF-1 retards aging at least in part through its FOXO-mediated control of Activin. Furthermore, affecting Activin only in muscle is sufficient to slow its functional decline as well as to extend lifespan. Autophagy within aging muscle controls these outcomes, and we now find that Activin directly regulates autophagy through Smox-mediated repression of *Atg8a*. If extrapolated to mammals, pharmaceutical manipulations of Activin may reduce age-dependent muscle pathology associated with impaired autophagy, and potentially increase healthy and total lifespan through beneficial signaling derived from such preserved tissue.

## Materials and Methods

### Fly husbandry and stocks

Flies were reared and maintained at 25°C, 40% relative humidity and 12-hour light/dark. Adults were maintained upon agar-based diet with cornmeal (0.8%), sugar (10%), and yeast (8% unless otherwise noted). RU486 (mifepristone, Sigma, St. Louis, MO, USA) used to activate GeneSwitch-Gal4 was dissolved in ethanol to a concentration of 200 µM and added to the food.

Fly stocks included: *MHC-Gal4* [18], *Tub-GS-Gal4* [58]; *da-GS-Gal4* [59]; *S106-GS-Gal4* [58]; *dilp2-GS-Gal4* (provided by H. Jasper); *dilp2-GS-Gal4,UAS-dicer2* (provided by S. Helfand). RNAi lines for dFOXO target genes and TGF-β pathway are from Bloomington stock center (TRiP line) and Vienna Drosophila RNAi Center (see the supplemental Table for the stock number). UAS-lines are: *UAS-hairy* [60], *UAS-puc* [61], *UAS-RhoGAP18B* [62], *UAS-vri* [63], *UAS-wit* [64], *UAS-cv-2* [65], *UAS-babo-Act* (also known as UAS-babo*1A2) [66], *UAS-Atg8-Cherry* [67]. MHC-Gal4 is a constitutive muscle-specific driver, with expression restricted to the thoracic region and legs (data not shown).

*Chico* mutants were made in our lab as describe previously [13], [29]: *y^1^; cn^1^; ry^506^* (wildtype), *y^1^; cn^1^ chico^1^/cn^1^; ry^506^* (*chico^−/+^*), *y^1^; cn^1^ chico^1^/cn^1^ chico^1^; ry^506^* (*chico^−/−^*), *y^1^; cn^1^ chico^1^/cn^1^ chico^1^; foxo^21^ ry^506^* (*chico^−/−^, foxo^−/−^*). Adult on-set IPC ablation flies were made by crossing *Dilp2-GS-Gal4* to *UAS-rpr* and inducing the cell death in IPC cells by feeding flies with RU486 for 15 days.

### ChIP-Seq, ChIP-PCR and data analysis

Two insulin mutants were used in ChIP-Seq experiments, *chico* ^−/+^ and IPC ablation. Chromatin immunoprecipitation (ChIP) was performed according to previously published methods with modification [68], [69], [70]. About 200–250 adult females (∼200 mg) at the age of 15-day-old were pooled for each ChIP sample. Two biological replicates were prepared for each genotype. Flies were homogenized and cross-linked in 1× PBS containing 1% formaldehyde. The fly lysate were sonicated using a Branson 450 sonicator to break down the chromatin into a pool of DNA fragment with average size of 500 bp. Immunoprecipitation was performed using Dynal protean A beads (Invitrogen, Grand Island, NY, USA) and affinity purified anti-dFOXO antibody made in our laboratory. Following the wash with LiCl and TE buffer, the DNA-protein complex was eluted from the Dynal beads and reverse cross-linked. After Proteinase K digestion, dFOXO-bound DNA fragments were purified and diluted in Tris-HCl buffer. About 20 ng of ChIP DNA (dFOXO-bound DNA) and input DNA (DNA sample before the immunoprecipitation) were used in library preparation following the methods described in [71]. The libraries were then size-selected (150 bp-350 bp) and purified by agarose gel, and subjected to the Illumina Genome Analyzer IIx Sequencer (Illumina, San Diego, CA, USA).

To map the dFOXO binding sites, we pooled the raw reads (about 20 million reads per sample) from two replicates into one data file and aligned it to *Drosophila* reference genome using Bowtie short read aligner [72]. About 70% of raw reads have at least one alignment. 

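The scaled input tags in the deposited lists were whole multiples of a single factor per chromosome arm, which gives the factor by which input tags were multiplied on that arm. In *chico* the factors were 0.850 on 2L, 0.859 on 2R, 0.881 on 3L, 0.851 on 3R, 0.847 on chromosome 4 and 0.856 on X, so that the highest was 3.96% above the lowest. After IPC ablation they were 0.706 on 2L, 0.678 on 2R, 0.701 on 3L, 0.752 on 3R and 0.719 on X, with the highest 11.0% above the lowest. The single IPC region on chromosome 4 was too little to compute a factor.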

The enrichment of dFOXO binding between ChIP DNA and input DNA was determined using peak calling package PeakSeq [73]. 

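In the deposited lists the p-value was exactly 0 for 1311 *chico* regions and for all 763 regions after IPC ablation. The 20 *chico* regions with a p-value above 0 differed from the exact one-sided binomial test by at most 0.435%. Regions with a p-value of 0 came first in the authors' ranks. The region with the smallest p-value above 0, at *Tob*, had rank 5103, and so 5102 candidate regions were ranked ahead of it. The exact p of the listed regions had a median of 0.0346 and a maximum of 0.153 in *chico*, and a median of 0.262 and a maximum of 0.500 after IPC ablation.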

Enriched regions with FDR of 0.01 were selected. 

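In the *chico* list 1237 of the genes had the region inside the gene (666 on its 5' side and 571 on its 3' side), 660 had it 5' of the gene and 145 had it 3' of the gene. In the IPC list 755 genes had the region inside the gene (486 on the 5' side and 269 on the 3' side), 196 had it 5' and 61 had it 3'. The listed distance was over 5 kb for 167 *chico* genes and 110 IPC genes, with a maximum of 9883 bp and 9969 bp.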

Target genes, which were detected 5 kb away from the center of the binding sites, were also obtained. The ChIP-Seq raw data are archived at NCBI GEO with Accession # GSE44686.

For ChIP-PCR analysis, the binding enrichment was calculated as the fold change of ChIP DNA versus input DNA. The binding to the coding region of Actin gene (*Act5C*) and *sry* genomic region were used as negative controls.

### Pathway and motif analysis

The DAVID functional classification tool was used for pathway and molecular function analysis on the dFOXO target genes [74]. Genomic sequence near the dFOXO binding region (∼200 bp) was downloaded from the Flybase (http://flybase.org/) and *de novo* motif analysis was performed using MEME Suite [75].

### Quantitative RT–PCR

Total RNA was extracted from 10 whole flies or from tissue of 15 flies in Trizol reagent (Invitrogen, Grand Island, NY, USA). DNase-treated total RNA was quantified with a NanoDrop ND-1000. About 50–100 ng of total RNA was used for quantification with SuperScript One-Step RT-PCR reagent (Invitrogen, Grand Island, NY, USA) and measured on an ABI prism 7300 Sequence Detection System (Applied Biosystems, Carlsbad, CA, USA). Three biological replicates were used for each experimental treatment. mRNA abundance of each gene was normalized relative to ribosomal protein L32 (*RpL32*, also known as *rp49*) by the method of comparative C_T_. Primer sequences are shown in Table S8.

### Phylogenetic analysis

Full length TGF-β ligands from worm, fly and mouse were aligned in ClustalW. From the alignments, a phylogenetic tree was constructed using MEGA 5.0 [76], according to the neighbor-joining method with a bootstrap test calculated with 2000 replicates and a poisson correction model. Mouse Glial cell line-derived neurotrophic factor (GDNF) was used as the out-group.

### Demography and survival analysis

Two to three-day-old female adult flies were collected with light CO_2_ anesthesia and pooled in 1 L demography cages at a density of 100 to 125 flies per cages. Three independent cages were initiated per genotype. Food vials with media containing vehicle only or RU486 were changed every two days, at which time dead flies were removed and recorded. Survival analysis was conducted with JMP statistical software with data from replicate cages combined. Survival distributions were compared by the Log-Rank test. Cox proportional hazard survival analysis was used to assess how reduced *daw* and *Atg8a* interacted to affect mortality.

### Flying and climbing assays

Flying and climbing assays were scored as described in [18]. In the flying assay, flies were released at the top of a 250 ml cylinder (about 30 cm long). The number of flies that didn't fall straight to the bottom of the cylinder was recorded. A total of 40 females were scored for each genotype.

In the climbing assay (also known as negative geotaxis assay), flies were first tapped down to the bottom of a standard (empty) food vial, and the percentage of flies that climbed up 8 cm within 20 seconds was recorded. A total of 80 females (10 flies per vial) were scored for each genotype.

### Immunostaining and imaging

Antibodies for immunostaining included: anti-polyubiquitin FK2 (1∶200) (Assay Designs/Enzo Life Sciences, Farmingdale, NY, USA), and anti-rabbit IgG-DyLight 488 (1∶300) (Jackson ImmunoResearch, West Grove, PA, USA). F-actin was visualized by Alexa Fluor 488-conjugated Phalloidin (Invitrogen, Grand Island, NY, USA). Lysosome was monitored by LysoTracker Red DND-99 at the concentration of 100 nM (Invitrogen, Grand Island, NY, USA). DNA was stained with Hoechst 33342 (1 µg/ml) (Invitrogen, Grand Island, NY, USA). Samples were processed as described in [18], and imaged with a Leica SP2 laser scanning confocal microscope. To quantify the area of protein aggregates and the number of lysotracker or Atg8a-positive dots, grayscale images were converted to binary images (halftone or black & white) with a grayscale cutoff of 20 pixels using ImageJ software [77]. The number/area of positive immunostaining was measured with the “Analyze Particles” function.

### Smox antibody and Western blot

Smox polyclonal antibody was generated against the peptide sequence (DSIVDYPLDNHTHQ) corresponding to amino acids 143–156 (Covance, Dedham, MA, USA) and affinity purified (Thermo/Pierce, Waltham, MA, USA) (specificity documented in Figure S5). Phospho-Smad2 antibody was from Cell Signaling Technology (#3108) (Danvers, MA, USA). Thorax tissue from ten female adults was homogenized in RIPA buffer (Thermo/Pierce, Waltham, MA, USA) with protease inhibitor cocktail (Sigma, St. Louis, MO, USA). Supernatant was incubated with SDS loading buffer (Invitrogen, Grand Island, NY, USA) at 70°C for 10 min. About 30 µg of denatured protein was separated on 10% SDS-polyacrylamide precast gels (Invitrogen Grand Island, NY, USA) and transferred to nitrocellulose membranes. Following incubation with primary and secondary antibodies, the blots were visualized with Pierce ECL Western Blotting Substrate (Thermo Fisher Scientific, Waltham, MA, USA). Band intensity was quantified with Image Lab software (Bio-Rad, Hercules, CA, USA).

### Smox protein production and Electrophoretic Mobility Shift Assays (EMSA)

cDNA for Smox-MH1 DNA binding domain (1–420 nt) was cloned into pFN29K-His6HaloTag protein expression vector (Promega, Madison, WI, USA). After expression in *E. coli*, recombinant proteins were purified using HaloTag purification kit (Promega, Madison, WI, USA). Empty vector was used as a negative control.

Biotin-labeled DNA probes were generated using 3′-end biotin labeling (Fisher/Thermo, Waltham, MA, USA). The binding reactions were carried out in a 10 µl of assay mixture containing 10 mM Tris·HCl (pH 7.5), 150 mM KCl, 5 mM MgCl2, 10 ng/µL poly(dI-dC), ∼50 ng labeled probe and 20 µg purified recombinant protein. After incubation at room temperature for 20 min, the mixtures were electrophoresed on 0.8% agarose gels in 0.5× Tris/borate/EDTA buffer. Biotin-labeled DNAs were transferred to a positive-charged nylon membrane (Invitrogen, Grand Island, NY, USA) and detected using GelShift Chemiluminescent EMSA (Active Motif, Carlsbad, CA, USA).

### Female fecundity

10-day-old mated female flies were maintained on standard food (2% yeast) for five days at three females per vial and 8–10 vials per group. Flies were passed daily to new vials over five days and eggs were counted daily.

### Enzyme Immunoassay (EIA) for hemolymph DILP2

We followed our recently reported EIA assay to measure hemolymph DILP2 [21]. Briefly, about 0.5 µL of hemolymph was collected by decapitation of 15 female flies. Hemolymph was then incubated overnight in a 96-well EIA/RIA plate (Corning Incorporated, Corning, NY, USA) at room temperature. Anti-DILP2 antibody (gift from P. Leopold) was used at 1∶2500 dilution. After the incubation with a HRP-conjugated secondary antibody (1∶2500), hemolymph samples were treated with TMB solution (3,3′,5,5′-teramethylbenzidine; American Qualex antibodies, San Clemente, CA);absorbance was recorded at 450 nm upon a plate reader.

### Statistical analysis

Data are presented as mean ± SEM from three independent biological replicates, unless otherwise noted. Statistical significances were evaluated by t-test and one-way ANOVA analyses using GraphPad Prism Software.

## Supporting Information

Figure S1 Summary and verification of dFOXO ChIP-Seq. (A). The nuclear localization of dFOXO is promoted in *chico ^−/−^* mutants. (B). Binding of dFOXO to *4ebp* promoter is enhanced in *chico* mutants, which is rescued by the removal of dFOXO. Primers for the coding region of Actin gene (*Act5C*) were used as negative control. (C). Pathway analysis of 273 identified dFOXO target genes. (D). Motif analysis on the promoters of dFOXO target genes. (E–F). ChIP-PCR validation of the binding of dFOXO to its target genes in *chico ^−/+^* and IPC ablation mutants. Primers for the coding region of Actin gene (*Act5C*) and *sry* genomic region [70], [78] were used as negative controls. Asterisk indicates significant difference between mutant and wildtype (p<0.05). Three biological replicates were completed for each genotype.
(PDF) Click here for additional data file.

Figure S2 Mortality rate for survival plots of three dFOXO target genes in Figure 1. All UAS-RNAi were driven ubiquitously via GeneSwitch-Gal4 as single genotypes maintained with RU (expressing the RNAi) or without RU (self-control). The natural logarithm of mortality rate is estimated as ln(−ln(1-qx)): qx is age-specific probability of death from census interval x to x+1, calculated as dx/Nx where dx is then observed number of adults dying in the interval x to x+1 and Nx is the number of adults alive at age x. Deaths were recorded across two day census intervals. Mortality rate is not estimated (and thus not plotted) during intervals where no deaths are observed. Aging is slowed by a genotype when it consistently reduces mortality rate across ages where mortality increases as a function of age; this pattern generates divergent survivorship plots with different median lifespans, and produces significance in a log-rank test. We emphasize: significance in a log-rank test alone does not ensure mortality differences are relevant to aging because the test calculates the absolute mortality differential independent of direction, temporal consistency and age-dependence. Likewise, survivorship curves can appear strikingly different among cohorts but not reflect meaningful differences in aging-related mortality. (A) Mortality rate of *daw* RNAi females (RU induced) relative to self-control (no RU) shows strong and consistent reduction. (B) Mortality rate of *Glyp* RNAi females (RU induced) relative to self-control (no RU) shows generally consistent reduction across ages where mortality rate increases with age. (C) Mortality rate of *Tsp42Ef* RNAi females (RU induced) relative to self-control (no RU) shows reduced rate across the final 30 of 40 days where mortality increases with age.
(PDF) Click here for additional data file.

Figure S3 Mortality rate for survival plots of TGF-β pathway in Figure 2. All UAS-RNAi were driven ubiquitously via GeneSwitch-Gal4 as single genotypes maintained with RU (expressing the RNAi) or without RU (self-control). (A) Mortality rate of *dpp* RNAi females (RU induced) relative to self-control (no RU) shows proportionally elevated death across ages where mortality increases with age, suggesting that loss of *dpp* (BMP) in muscle accelerates aging. (B) Muscle specific *daw* RNAi (RU induced) relative to self-control (no RU) shows strong and consistent reduction in mortality, except at oldest ages. (C) Mortality rate of *Mad* RNAi females (RU induced) relative to self-control (no RU) shows elevated death across ages where mortality increases with age, suggesting that loss of *Mad* (BMP) in muscle accelerates aging. (D) Muscle specific *Smox* RNAi (RU induced) relative to self-control (no RU) shows consistent reduction in mortality across intervals where mortality increases with age, although the rate fluctuates at oldest ages.
(PDF) Click here for additional data file.

Figure S4 Mortality rate for survival plots of tissue-specific RNAi of Activin pathway in Figure 3. (A, C, E) Muscle expression via MHC-Gal4; (B, D, F) abdominal fat body expression via S106-GS-Gal4. Reduction of *daw* by RNAi in muscle (A) consistently lowers mortality rate while *daw* RNAi expressed in fat body (B) increases mortality rate. Reduction of *Smox* by RNAi in muscle (C) consistently lowers mortality rate while *Smox* RNAi expressed in fat body (D) increases mortality rate. Reduction of *babo* by RNAi in muscle (E) consistently lowers mortality rate while *babo* RNAi expressed in fat body (B) increases mortality rate at the oldest ages but otherwise does not affect mortality.
(PDF) Click here for additional data file.

Figure S5 Verification of Smox antibody. (A). Smox antibody generated in this study recognizes a 51KDa band that presents in all four tissues tested, which is close to predicted molecular weight for *Drosophila* Smox protein. (B). This Smox antibody can also specifically recognize recombinant Smox proteins expressed in *E. coli*. (C). Fat body-specific knockdown of *Smox* results in reduced protein level visualized with this Smox antibody.
(PDF) Click here for additional data file.

Figure S6 (A–C). Knockdown efficiency of *daw, Smox and babo* RNAi. (D). The comparison of age-dependent climbing activity between control and *daw* RNAi flies. Asterisk indicates significant difference between treatment and control (*p*<0.05). (E). dFOXO shows less binding to the promoter of *Atg8a*. (F). Fat body-specific *daw* RNAi increased the level of circulating DILP2.
(PDF) Click here for additional data file.

Figure S7 Mortality rate for survival plots of the impact of Atg8a upon aging, text Figure 7. (A) Over expression of *Atg8a* in muscle by the constitutive driver MHC-gal4 consistently reduces mortality rate across intervals where the death rate increases with age. There is high variability in mortality rate after age 70 days including an interval where no deaths were observed in the MHC; UAS-*Atg8a* genotype. (B) Mortality rate for survival plots of the genetic epistasis between *daw* and *Atg8a*. Reducing *daw* by RNAi lowers mortality rate relative to wildtype control after age 40 days. The net survival benefit of *daw* RNAi in this trial is muted because this cohort shows somewhat high mortality rate across the early intervals when death rate does not yet increase with age in the control cohort. *Atg8a* RNAi alone shows nearly identical mortality rate as control. Mortality rate of the *daw* and *Atg8a* RNAi double is similar to or slightly greater than that of control, indicating that *Atg8a* RNAi rescues the mortality benefit conferred by *daw* RNAi. Statistics of Cox proportional hazard for this epistasis are presented in Table S6.
(PDF) Click here for additional data file.

Figure S8 Proposed model for the autonomous and non-autonomous roles of Activin signaling combine to control aging. Activin signaling targeted by insulin/dFOXO negatively regulates muscle autophagy, protein homeostasis and muscle functions in a cell autonomous manner, while it could also nonautonomously modulate longevity, the secretion of insulin peptides from the brain and peripheral insulin signaling. InR: insulin receptor; IPC: insulin producing cells. Myokine refers to unknown muscle-derived hormonal factor.
(PDF) Click here for additional data file.

Table S1 Summary of lifespan analyses for 23 dFOXO-target genes reduced by RNAi.
(DOCX) Click here for additional data file.

Table S2 Summary of lifespan analyses for seven dFOXO-target genes increased by over-expression.
(DOCX) Click here for additional data file.

Table S3 Summary of lifespan analyses for Drosophila TGF-β pathway.
(DOCX) Click here for additional data file.

Table S4 Summary of lifespan analyses for tissue-specific knockdown of Activin signaling and of *Atg8a* over-expression.
(DOCX) Click here for additional data file.

Table S5 Mean lifespan and sample size of muscle-specific knockdown of *dawdle* and *Atg8a*.
(PDF) Click here for additional data file.

Table S6 Cox proportional hazard survival analysis for the effects of muscle-specific knockdown of *dawdle* and *Atg8a*.
(PDF) Click here for additional data file.

Table S7 dFOXO direct target genes in *chico* and IPC ablation mutants.

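Table S7 gives, for each gene, the dFOXO region near it with its position, ChIP and scaled input tags, enrichment, p-value, width and location relative to the gene, together with the gene's identifier, symbol and aliases. A region near several genes has an entry for each of them. Of its *chico* entries 1711 were compared with the deposited *chico* list, and all 1711 were in it with the same region and gene. The remaining 331 *chico* entries and the sheets on IPC ablation and on common genes were not analysed here.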

(XLSX) Click here for additional data file.

Table S8 Primers for mRNA analyses.
(XLSX) Click here for additional data file.

# Supplementary material for: Activin Signaling Targeted by Insulin/dFOXO Regulates Aging and Muscle Proteostasis in Drosophila
**Source:** PLoS Genet. 2013 Nov 7;9(11):e1003941. doi: 10.1371/journal.pgen.1003941
**Supplement:** Table S1 — Summary of lifespan analyses for 23 dFOXO-target genes reduced by RNAi.

**Table S1. Summary of lifespan analysis on 23 dFOXO target genes via RNAi**

|  | **Gene name** | **Driver** | **RNAi line** | **Mean lifespan (E0, d)** | | | **E0  dif.** | **Prob.**  **(Log-rank)** | **Sample size** |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
|  |  |  |  | **Control** | **RNAi** | | **(%)** |  | **(No. flies)** |
| Activator | GlyP | ^3^Tub-GS-dicer2 | ^1^BL33634 | 70 | 82 | | 17.1 | <.0001 | 640 |
|  | cv-2 | Tub-GS-dicer2 | ^2^VDRC109915 | 59 | 67 | | 13.6 | <.0001 | 602 |
|  | puc | Tub-GS | BL31557 | 65.6 | 65.4 | | -0.3 | 0.0255 | 675 |
|  | sca | Tub-GS-dicer2 | BL28675 | 69 | 67 | | -2.9 | 0.0006 | 663 |
|  | RhoGAP18B | Tub-GS | BL31165 | 62 | 69 | | 11.3 | 0.0017 | 173 |
|  | Su(z)2 | Tub-GS-dicer2 | BL33403 | 66.4 | 65.9 | | -0.75 | 0.0843 | 265 |
|  | vri | Tub-GS | BL25989 | 84 | 82 | | -2.4 | 0.8626 | 735 |
|  | wg | Tub-GS | BL32994 | 74 | 70 | | -5.4 | <.0001 | 665 |
|  | wit | Tub-GS | BL25949 | 64 | 60 | | -6.3 | 0.0017 | 636 |
|  | h | Tub-GS | BL27738 | 76 | 64 | | -15.8 | <.0001 | 715 |
|  | tara | Tub-GS | BL31634 | 66 | 54 | | -18.2 | <.0001 | 650 |
|  | 4ebp | Not tested | | | | | | | |
| Repressor | daw | Tub-GS | BL34974 | 34 | 46 | 35.3 | | <.0001 | 524 |
|  | tlk | Tub-GS | BL33983 | 73 | 75 | 2.7 | | 0.9239 | 692 |
|  | Spec2 | Tub-GS-dicer2 | VDRC101359 | 72 | 70 | -2.8 | | <.0001 | 656 |
|  | esg | Tub-GS | BL28514 | 76 | 72 | -5.3 | | <.0001 | 711 |
|  | CG10731 | Tub-GS-dicer2 | VDRC109949 | 74 | 68 | -8.1 | | <.0001 | 680 |
|  | Taspase1 | Tub-GS-dicer2 | VDRC110147 | 66 | 46 | -30.3 | | <.0001 | 720 |
|  | par-1 | Tub-GS | BL32410 | 36 | 14 | -61.1 | | <.0001 | 681 |
| Others | Tsp42Ef | Tub-GS-dicer2 | VDRC8712 | 55 | 65 | 18.2 | | <.0001 | 699 |
|  | kermit | Tub-GS | VDRC109297 | 63 | 61 | -3.2 | | <.0001 | 680 |
|  | Oda | Tub-GS | BL35436 | 70 | 66 | -5.7 | | <.0001 | 161 |
|  | PK61C | Tub-GS-dicer2 | BL27725 | 60 | 44 | -26.7 | | <.0001 | 670 |

1. BL lines are from Bloomington Drosophila Stock Center.

2. VDRC lines are from Vienna Drosophila RNAi Center.

3. Tub-GS-dicer2: Ubiquitous tubulin GeneSwitch (GS)-Gal4 driver contains UAS-dicer2 to enhance the knockdown.

4. Probability is based on the log-rank test for net differences in mortality rate. Note that when survivorship curves ‘cross-over’ it is possible to have find cohorts with similar median life expectancy but significant differences in mortality because the relative mortality benefit at ages before the median are balanced by a mortality deficit at later ages.

# Supplementary material for: Activin Signaling Targeted by Insulin/dFOXO Regulates Aging and Muscle Proteostasis in Drosophila
**Source:** PLoS Genet. 2013 Nov 7;9(11):e1003941. doi: 10.1371/journal.pgen.1003941
**Supplement:** Table S2 — Summary of lifespan analyses for seven dFOXO-target genes increased by over-expression.

**Table S2. Summary of lifespan analysis on seven dFOXO target genes via over-expression**

|  | **Gene name** | **Driver** | **Overexpression line** | **Mean lifespan (E0, d)** | | **E0  dif.** | **Prob.**  **(Log-rank)** | **Sample size** |
| --- | --- | --- | --- | --- | --- | --- | --- | --- |
|  |  |  |  | **Control** | **Overexpression** | **(%)** |  | **(No. flies)** |
| Activator | h | Tub-GS | UAS-hairy | 74 | 58 | -21.6 | <.0001 | 703 |
|  | wg | da-GS | ^1^BL5919 | 68 | 54 | -20.6 | <.0001 | 716 |
|  | puc | da-GS | UAS-puc | 54 | 30 | -44.44 | <.0001 | 705 |
|  | RhoGAP18B | Tub-GS | UAS-RhoGAP18B | 70 | 68 | -2.9 | 0.1072 | 596 |
|  | vri | Tub-GS | UAS-vri | 70 | 72 | 2.9 | 0.0005 | 589 |
|  | wit | Tub-GS | UAS-wit | 70 | 42 | -40 | <.0001 | 671 |
|  | cv-2 | da-GS | UAS-CV-2 | 64 | 62 | -3.1 | <.0001 | 670 |

1. BL5919 line is from Bloomington Drosophila Stock Center. Other lines are lab collections (see Experimental Procedures).
2. Probability is based on the log-rank test for net differences in mortality rate. Note that when survivorship curves ‘cross-over’ it is possible to have find cohorts with similar median life expectancy but significant differences in mortality because the relative mortality benefit at ages before the median are balanced by a mortality deficit at later ages

# Supplementary material for: Activin Signaling Targeted by Insulin/dFOXO Regulates Aging and Muscle Proteostasis in Drosophila
**Source:** PLoS Genet. 2013 Nov 7;9(11):e1003941. doi: 10.1371/journal.pgen.1003941
**Supplement:** Table S3 — Summary of lifespan analyses for Drosophila TGF-β pathway.

**Table S3. Summary of lifespan analysis on *Drosophila* TGF-β pathway**

|  | | **Gene name** | **Driver** | **RNAi line** | **Mean lifespan (E0, d)** | | **E0  dif.** | **Prob.**  **(Log-rank )** | **Sample size** |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
|  |  |  |  |  | **Control** | **RNAi** | **(%)** |  | **(No. flies)** |
| Activin subfamily | Ligand | Daw | da-GS | ^1^BL34974 | 68 | 76 | 11.8 | <.0001 | 601 |
|  |  |  | Tub-GS | BL34974 | 34 | 46 | 35.3 | <.0001 | 524 |
|  | Ligand | Act-β | da-GS | BL29597 | 70 | 68 | -2.9 | <.0001 | 705 |
|  | Type I Receptor | Babo | da-GS | BL25933 | 75.2 | 76.9 | 2.3 | <.0001 | 713 |
|  | R-Smad | Smox | Tub-GS | BL26756 | 60 | 66 | 10.0 | <.0001 | 689 |
| BMP subfamily | Ligand | Dpp | da-GS | BL33618 | 76 | 54 | -28.9 | <.0001 | 722 |
|  | Ligand | Gbb | da-GS | BL34898 | 76 | 62 | -18.4 | <.0001 | 719 |
|  | Ligand | Scw | Not tested | | | | | | |
|  | Type I Receptor | Tkv | Tub-GS | BL31041 | 68 | 64 | -5.9 | 0.6929 | 678 |
|  | Type I Receptor | Sax | da-GS | BL36131 | 54 | 56 | 3.7 | 0.1267 | 581 |
|  | R-Smad | Mad | Tub-GS | BL31315 | 72 | 56 | -22.2 | <.0001 | 696 |
| Shared | Co-Smad | Med | Tub-GS | BL31928 | 68 | 48 | -29.4 | <.0001 | 594 |
|  | Type II Receptor | Punt | da-GS | BL27514 | 74 | 66 | -10.8 | <.0001 | 707 |
|  | Type II Receptor | Wit | da-GS | BL25949 | 64 | 60 | -6.3 | 0.0017 | 636 |
| Other TGF- β ligands | Ligand | Myo | Tub-GS | BL31200 | 76 | 70 | -7.9 | <.0001 | 583 |
|  | Ligand | Mav | da-GS | BL34650 | 72 | 60 | -16.7 | <.0001 | 689 |

1. BL lines are from Bloomington Drosophila Stock Center.
2. Probability is based on the log-rank test for net differences in mortality rate. Note that when survivorship curves ‘cross-over’ it is possible to have find cohorts with similar median life expectancy but significant differences in mortality because the relative mortality benefit at ages before the median are balanced by a mortality deficit at later ages.

# Supplementary material for: Activin Signaling Targeted by Insulin/dFOXO Regulates Aging and Muscle Proteostasis in Drosophila
**Source:** PLoS Genet. 2013 Nov 7;9(11):e1003941. doi: 10.1371/journal.pgen.1003941
**Supplement:** Table S4 — Summary of lifespan analyses for tissue-specific knockdown of Activin signaling and of Atg8a over-expression.

**Table S4. Summary of lifespan analysis on tissue-specific knockdown of Activin signaling and over-expressing autophagy gene, Atg8a**

| **Tissue** | **Gene name** | **Driver** | **RNAi or overexpression**  **line** | **Mean lifespan**  **(E0, d)** | | **E0  dif.** | **Prob.**  **(Log-Rank)** | **Sample size** |
| --- | --- | --- | --- | --- | --- | --- | --- | --- |
|  |  |  |  | **Control** | **RNAi** | **(%)** |  | **(No. flies)** |
| Muscle | Daw | MHC-Gal4 | ^1^VDRC105309-First trial | 74 | 82 | 10.81 | <.0001 | 422 |
|  |  |  | ^1^VDRC105309-Seconde trial | 69.9 | 77.6 | 11.02 | <.0001 | 243 |
|  |  |  | ^2^BL34974 | 62 | 69 | 11.3 | <.0001 | 360 |
|  | Babo | MHC-Gal4 | BL25933 | 61 | 71 | 16.39 | <.0001 | 361 |
|  | Smox | MHC-Gal4 | BL26756 | 61 | 71 | 16.39 | <.0001 | 375 |
|  | Atg8a | MHC-Gal4 | BL37750 | 73 | 83 | 13.7 | <.0001 | 274 |
| Fat body | Daw | S106-GS | BL34974 | 78 | 66 | -15.38 | <.0001 | 668 |
|  | Babo | S106-GS | BL25933 | 74 | 72 | -2.70 | <.0001 | 608 |
|  | Smox | S106-GS | BL26756 | 66 | 60 | -9.09 | <.0001 | 579 |

1. VDRC lines are from Vienna Drosophila RNAi Center.

2. BL lines are from Bloomington Drosophila Stock Center.

3. Probability is based on the log-rank test for net differences in mortality rate. Note that when survivorship curves ‘cross-over’ it is possible to have find cohorts with similar median life expectancy but significant differences in mortality because the relative mortality benefit at ages before the median are balanced by a mortality deficit at later ages.

# Supplementary material for: Activin Signaling Targeted by Insulin/dFOXO Regulates Aging and Muscle Proteostasis in Drosophila
**Source:** PLoS Genet. 2013 Nov 7;9(11):e1003941. doi: 10.1371/journal.pgen.1003941
**Supplement:** Table S5 — Mean lifespan and sample size of muscle-specific knockdown of dawdle and Atg8a.

**Table S5. Mean lifespan and sample size of muscle-specific knockdown of dawdle and Atg8a.**

| <b>Genotypes</b>              | <b>RNAi line</b>       | <b>Mean lifespan<br/>(days)</b> | <b>Sample size<br/>(No. flies)</b> |
|-------------------------------|------------------------|---------------------------------|------------------------------------|
| MHC-Gal4/+                    | /                      | 52                              | 351                                |
| MHC-Gal4/Daw RNAi             | VDRC105309             | 55.2                            | 353                                |
| MHC-Gal4/Atg8a RNAi           | BL34340                | 52.8                            | 358                                |
| MHC-Gal4/Daw RNAi; Atg8a RNAi | VDRC105309,<br>BL34340 | 50.5                            | 365                                |

# Supplementary material for: Activin Signaling Targeted by Insulin/dFOXO Regulates Aging and Muscle Proteostasis in Drosophila
**Source:** PLoS Genet. 2013 Nov 7;9(11):e1003941. doi: 10.1371/journal.pgen.1003941
**Supplement:** Table S6 — Cox proportional hazard survival analysis for the effects of muscle-specific knockdown of dawdle and Atg8a.

Table S6. Cox proportional hazard survival analysis for the effects of muscle-specific knockdown of *dawdle* and *Atg8a* on lifespan.  $\beta_i$  is the estimate of model parameter and CL is confidence limit (significant when the interval does not bound zero). The hazard ratio is  $\exp(\beta_i)$  and indicates similar mortality to wildtype when 1.0, lower mortality when less than 1 and higher mortality when greater than 1. *Daw* RNAi reduces mortality about 35%, *Atg8a* RNAi has no significant effect on mortality, the double RNAi genotype has 34% elevated mortality and thereby reverses the benefit of *Daw* RNAi.

| Model effect         | $\beta_i$ | Std Error | Lower CL | Upper CL | Hazard ratio |
|----------------------|-----------|-----------|----------|----------|--------------|
| Daw RNAi             | -0.438    | 0.0494    | -0.5363  | -0.3426  | 0.645        |
| Atg8a RNAi           | 0.089     | 0.0461    | -0.0022  | 0.1784   | 1.093        |
| Daw RNAi; Atg8a RNAi | 0.294     | 0.0467    | 0.2014   | 0.3846   | 1.342        |

How the deposited data were processed for this re-analysis (not part of the article)

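The dFOXO ChIP-Seq samples were 8 in number, with 2 replicates of ChIP DNA and 2 of input DNA from *chico* heterozygotes and the same from IPC-ablated flies, all females aged 15 days. The authors pooled the reads of the replicates, aligned them with Bowtie and called enriched regions with PeakSeq at an FDR of 0.01, and their deposited lists have an entry for each pair of region and gene. The total of aligned reads per sample was not used here. No per-replicate value was analysed, so no error between replicates can be given. Depth enters only through the tags of each region, and intervals from them cover counting error only.

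The deposited ChIP tags are counts of the pooled ChIP library per region, without normalization. The authors' input tags are a score in this sense: input tags were multiplied by a factor to match the ChIP library and rounded up to whole numbers. The deposited enrichment is the ratio of ChIP tags to the scaled input tags before rounding. The deposited height is a signal that differs between the lists: in the *chico* list it is the excess of ChIP over input tags divided by the width of the region, and in the IPC list it is a whole number whose definition the paper's text does not give. It was therefore not compared between the lists. The authors' p-value is that of PeakSeq for ChIP over input, with an adjusted p-value over all candidate regions and the rank of the region among them.

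Regions listed with several genes were counted once. ChIP and scaled input tags of each region were compared by an exact one-sided binomial test with equal probabilities, and Benjamini-Hochberg adjusted at 0.01. The number of candidate regions for the adjustment was taken from the authors' adjusted p-values, p-values and ranks in *chico* (median 26819). Ranks for the adjustment were those among the listed regions, since the tags of other candidate regions were not analysed here, which makes the *chico* adjustment stricter. In the IPC list all p-values are 0, so the adjustment was over the listed regions. Intervals of an enrichment are 95% exact binomial (Clopper-Pearson) intervals of the share of ChIP tags, and intervals of a share of regions are Wilson intervals. The factor of the input was recovered for each chromosome arm as the value of which all scaled input values of the arm are whole multiples.

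Target genes were compared between lists by identifier, with Fisher's exact test against protein-coding genes, with 10000 rotations of the IPC list along the gene order, and with 10000 circular shifts of the IPC regions along each arm. The Release 6 gene table held 13962 protein-coding genes, and 2002 *chico* genes and 977 IPC genes were matched to it by identifier or name. Its coordinates entered only through the arm of a gene and the order of genes along it. Gene lengths and 5' ends are those in the authors' lists. Permutation tests of a correlation used 10000 resamples, and the test of gene length used 100000.

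The genes named were set by a rule before any value was seen. They are the genes the paper names as targets, candidates or members of the TGF-β pathway, together with *Atg8a*, *InR* and *dilp6*, the 5 regions with the largest enrichment in each list, and the 5 shared genes with the largest value of the lower of their enrichments. The Wnt genes and the added TGF-β genes named beside the pathway tests, and the single counts of 5 or fewer that are named, fall outside this rule and were chosen after their values were seen.

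The test of regions was tested on simulated data, with tags drawn at the totals of the listed regions and a known enrichment given to 200 regions. Simulated p-values were adjusted over the listed regions only, as in the reported IPC test. The reported *chico* adjustment, over all candidate regions, is stricter and was not simulated. The *chico* shares given next are thus upper limits for the reported *chico* test. In *chico* 2% of regions simulated at an enrichment of 1.1 passed, 59.5% at 1.2 and 100% at 1.5. For the IPC list these shares were 51%, 93.5% and 100%. Regions without a planted enrichment that passed were 0, 0 and 4 in *chico*, and 0, 1 and 0 for the IPC list. The shift test called 1 of 20 pairs of lists with no planted overlap and 20 of 20 pairs with 60 planted overlaps. Each of these lists had 200 regions of equal width on a single arm, unlike the IPC regions, whose widths vary. Smaller overlaps were not simulated, so the simulation cannot tell what share of common regions the test would miss in the real lists.

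Alternatives were tried for the regions counted, the adjustment, the input scaling, the distance to a gene, the overlap that counts as shared, the background of the gene tests and the members of pathways. Motif counts in the regions, which need the genome sequence, and lists matched on gene length were left out, as was any test within replicates. The work used Python 3.11.15, NumPy 2.4.6, SciPy 1.17.1, pandas 2.3.3 and Matplotlib 3.10.9.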

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

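The tests in this part were chosen before their result was seen, apart from the enrichments at the median input density and the values of single regions with input tags raised by 5%, which were added afterwards. The largest enrichments in both lists were at genes that the paper does not discuss, and all of the regions named here passed the exact binomial test after adjustment. In *chico* they were at *Tob* (enrichment 2.52), *jing* (2.05), *rut* (1.96), *caps* (1.89) and *CG6847* (1.77). Each exceeded the highest enrichment among the paper's candidate genes, which was 1.70 at *cv-2*. After IPC ablation they were at *CR32028* (1.28) and *oc* (1.21).

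A technical explanation is that the ratio was raised by low input in the region. Of the 5 *chico* regions, 1 had fewer input tags per kb than the median *chico* region, the one at *CG6847* (504.5 against 514 tags per kb). The region at *rut* had 616 input tags per kb, more than 93.7% of *chico* regions. Of the 2 regions after IPC ablation, 1 was under the median of its list, the one at *CR32028* (386 against 422 tags per kb), while *oc* had 523. At the median input density of its list, the enrichment at *CG6847* would be 1.73 in place of 1.77, so low input accounts for little of it, and the other 4 *chico* regions and *oc* had more input than the median. At *CR32028* it would be 1.17 in place of 1.28, so low input may contribute there. The scaling of the input bears on the IPC regions. With input tags raised by 5%, all 5 *chico* regions still passed, but the regions at *CR32028* (enrichment 1.22, adjusted exact p = 0.0282) and *oc* (1.15, adjusted exact p = 0.704) did not. The factors of the chromosome arms differed by up to 11.0% after IPC ablation, so whether these regions pass depends on the scaling. A factor moves all regions of an arm alike. It therefore does not account for the place of *CR32028* and *oc* above the median enrichment of their arms, 1.02 on 3L and 1.02 on X. Signal from DNA bound by the antibody without dFOXO was not tested, since libraries from flies without dFOXO were not analysed here.

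The design offers recurrence in both genotypes as a biological reading, since both have reduced insulin signaling. At *oc* the lists overlapped, with an enrichment of 1.12 in *chico* (exact one-sided binomial p = 0.0383, adjusted p = 1). At *jing* an IPC region overlapped the *chico* region with an enrichment of 1.03. *Tob*, *rut*, *caps* and *CG6847* were not in the IPC list, and *CR32028* was not in the *chico* list. Whether the enrichments differ between genotypes was not tested, and no biological explanation was tested beyond this recurrence.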

How the results depend on the processing

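Apart from 9 alternatives chosen after seeing the data, the 73 alternatives run for 17 results were set before the data were examined. Of the 82, 29 kept the direction and the side of the threshold or moved by less than the limit for a count, 49 moved a value and 4 reversed a direction. No paired analysis was possible because the region lists used here were called on pooled replicates, and values per replicate were not analysed here.

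The number of regions depended on the criterion in both lists. Against 1331 listed *chico* regions, 36 passed the exact binomial test, 75 had an enrichment of at least 1.2, 17 had one of at least 1.5, 20 had a listed p-value above 0, and 468 had a centre within 1 kb of a 5' end. Against 763 regions after IPC ablation, these numbers were 5, 2, 0, 0 and 245. Of the IPC regions, 56 were left with 1 input factor for all arms, the highest, an alternative chosen after seeing the data.

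Limits of distance here apply to the listed distance of a gene. The *chico* target genes went from 2042 to 1315 within 1 kb and 1331 with the first-ranked gene of each region. They numbered 45 at passing regions, 98 at an enrichment of at least 1.2, and 25 at a listed p-value above 0. The IPC target genes went from 1012 to 12 at passing regions, 5 at an enrichment of at least 1.2, 0 at a listed p-value above 0, and 69 with 1 input factor. The 253 shared genes went to 132 within 1 kb, 162 with first-ranked genes, 0 at passing regions, 0 at an enrichment of at least 1.2, 0 at a listed p-value above 0, and 15 with 1 input factor in the IPC list. The limit of 5 kb left 1875, 902 and 195 genes, and symbols in place of identifiers changed none of these 3 numbers.

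The 81 shared regions became 2 with an overlap of at least 50% of each region, and 0 among passing regions or at an enrichment of at least 1.2 in both lists. With centres within 500 bp, 41 were shared, and the direction against shifted lists was reversed, from 0.968-fold to 5.22-fold. With midpoints within 500 bp, chosen after seeing the data, 12 were shared, 1.53-fold over shifted lists (permutation test, one-sided, p = 0.0965), so the size of that excess depends on the position the authors list. The excess of shared genes kept its direction and significance in the backgrounds tried, from 1.87-fold to 2.36-fold.

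Of the *chico* regions, 36 passed the exact test, with 24 to 45 under 5 of the alternatives, but 85 when adjusted over the listed regions only and 137 with input tags lowered by 5%. Of the IPC regions 5 passed, with 4 to 6 for the two-sided test, input tags before scaling and adjustment over the largest rank, but 12 at an adjusted p of 0.05, 1 at 0.001, 0 with input tags raised by 5% and 311 with input tags lowered by 5%. Beside that 0, 113 IPC regions had an unadjusted exact p under 0.05 with the input as listed.

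The share of *chico* regions near a 5' end was 35.2% at 1 kb, 15.6% at 500 bp, 57.6% at 2 kb, 78.5% at 5 kb and 73.9% by the authors' location class. For the IPC regions it was 32.1%, then 20.4%, 48.4%, 65.7% and 73.5%, and 17.3% with the midpoint of the region as its centre.

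Of the candidate genes listed, 17 in *chico*, 7 after IPC ablation and 5 in both, 8, 0 and 0 were at passing regions. At an enrichment of at least 1.2 the numbers were 13, 0 and 0. At a listed distance of up to 5 kb they were 17, 5 and 4, with *daw* then in neither list and *Su(z)2* in *chico* alone. For TGF-β genes among the shared genes the fold went from 0 to 2.00 with the wider list, through 1 gene, and the cause was not tested. The fold for Wnt genes stayed between 1.53 and 3.50 with p from 0.204 to 0.382. The correlation of enrichments across shared regions was -0.00506, and it reversed to 0.00533 with tag density in place of enrichment, both near 0. The causes of the other changes were not tested either, apart from the input factors and the position listed as the centre of IPC regions.

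The number of tags per region limits which enrichments can be told from input. At the median total per region the smallest enrichment with an exact p under 0.05 was 1.10 in *chico* (1300 tags) and 1.05 after IPC ablation (3925 tags). The IPC regions hold more tags because they are wider, with fewer ChIP tags per kb (301 against 493). Regions with more tags reach that p at smaller enrichments. Some alternatives gave no value: random gene lists matched on gene length and on gene density, pathway tests among genes passing in both lists (there were 0), shared regions with a listed p-value above 0 in both lists, and correlations over such regions or over the 2 regions that overlap by 50%. Motif counts and their alternatives were not run, since genome sequence was not used here.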

Differences from the paper's values

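The numbers of regions and target genes were those of the paper (1331 and 2042 in *chico*, 763 and 1012 after IPC ablation), and with the lists taken as deposited the number of shared genes differed from the paper's by less than 1.5 times. The lists shared 253 gene identifiers, and the paper's number of common genes is 273. Of the alternatives set before the data were examined, matching by symbol gave 253 and the limit of 5 kb gave 195, and none of the settings run reached 273.

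The paper selects regions at an FDR of 0.01. In the exact binomial test of the listed tags, 36 *chico* and 5 IPC regions had an adjusted p of 0.01 or less. The settings tried gave at most 137 and 311, with input tags lowered by 5%, and none reached the number of listed regions.

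The paper calls the regions promoter regions. Their centre was within 1 kb of the 5' end of a listed gene in 35.2% of *chico* regions and 32.1% of IPC regions, and at most in 78.5% and 73.5% under the settings tried. With midpoints, chosen after seeing the data, the IPC share was 17.3%. The paper gives 5 kb as the distance for target genes, and 167 *chico* and 110 IPC genes are listed at more than 5 kb.

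The paper states that *puc* was bound in both genotypes. The IPC list held no region at *puc* under any setting run. The paper reports pathway enrichment of Wnt and TGF-β signaling among the common genes. Here the one-sided Fisher's exact test gave p = 0.204 for Wnt genes and p = 1 for TGF-β genes, and 0.25 to 0.382 and 0.396 to 1 under the alternatives. These tests used the 253 shared genes of the lists and pathway members written by hand, not the paper's 273 genes and DAVID categories. Few members were found, so the genes missing here could change the result, and the tests cannot decide on the paper's enrichment. Of the tests run on pathway genes, the p was under 0.05 only for Wnt genes among all IPC genes (8 genes, Fisher's exact test, one-sided, p = 0.0124, and 0.0886 with the core Wnt list). The IPC regions of these genes had enrichments of 1.00 to 1.07, and none passed.

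The paper presents 23 genes as candidate targets in the insulin mutants. By separate ChIP-qPCR, not analysed here, it reports significant dFOXO enrichment at every candidate, *daw* and *puc* included, in both mutants relative to wildtype. The lists held 17 of the 23 genes in *chico*, 7 after IPC ablation and 5 in both. *tara*, *tlk*, *Spec2* and *kermit* were in neither list, and *daw* was in the IPC list alone, at an exact p of 0.210. The paper's methods give a limit of 5 kb. At a listed distance of up to 5 kb, the numbers were 17, 5 and 4, and *daw* was in neither list. The alias column added *h* to the IPC list, through an alias of another gene, *Tbh*. It added none of *tara*, *tlk*, *Spec2* and *kermit*, but a listing of these under another name was not excluded.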

Other observations

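The tests of overflow in both lists, of underflow in the *chico* list, of scaling by arm, of 5' ends among passing regions and of midpoints were chosen only after the result was seen. The rotation of the IPC list along the gene order was added after the data were seen, but before its own result.

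Nearly all listed p-values are exactly 0, at enrichments as low as 1.07 in *chico* and 1.00 after IPC ablation. The p-values themselves cannot have fallen under the smallest floating-point number, as the smallest exact p of the *chico* regions is 1.63e-45 and that of the IPC regions 4.35e-07. If a term of the calculation, 0.5 to the power of the number of tags, had fallen under it, regions above a fixed total of tags would be at 0 and the others above 0. That boundary was wrong for 147 of 1331 *chico* regions and for 9 of 763 IPC regions. If instead the binomial coefficient of the region's tags had exceeded the largest floating-point number, p would be 0 for regions with many tags, at a total that rises somewhat with the enrichment. This described 1331 of 1331 *chico* regions, those with a p-value above 0 included. It described 763 of 763 IPC regions as well, but no IPC p-value is above 0, so the IPC list cannot test it. A candidate explanation for the p-values of 0 is therefore an overflow in the calculation, by which regions with many tags enter the list at any enrichment above a limit. No biological explanation was tested.

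Regions after IPC ablation were unevenly spread over the chromosome arms. Per 1000 protein-coding genes there were 114 regions on 2R, 67.5 on 3L, 52.3 on 2L, 42.8 on X and 5.89 on 3R, in the reverse order of the input factors (Spearman's rho = -1 over 5 arms, exact permutation test, two-sided, p = 0.0167). In *chico*, whose factors differ less, rho was -0.486 over 6 arms (exact permutation test, two-sided, p = 0.356). When the highest IPC factor was applied to all arms, 56 regions kept more ChIP than input tags, and the frequency per gene on 2R fell from 19.3 times that on 3R to 0.238 times. This is consistent with the scaling of the input by arm as the source of the pattern. The highest factor, which is that of 3R, leaves the regions of 3R as they are and can only remove regions from the other arms. A biological difference between arms was not tested.

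Enrichments after IPC ablation were lower than in *chico*, and the IPC regions were wider. Width may dilute an excess of tags. Among the 337 IPC regions no wider than the widest *chico* region, the median enrichment was 1.03 (1.10 in the *chico* regions nearest in width), and the *chico* region was higher in 317 of the pairs, which used 140 *chico* regions as partners. This cannot settle the effect of width, since the lists differ in their lowest enrichment (1.07 in *chico*, 1.00 after IPC ablation), with 0 *chico* and 640 IPC regions under 1.05. Almost any *chico* partner would be higher, whatever its width. Tag density also differed, with 493 ChIP tags per kb in *chico* and 301 after IPC ablation, and the lists were called on different libraries, so a lower enrichment after IPC ablation cannot be told apart from the effect of width, of the lists' limits or of the libraries.

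Passing *chico* regions lay closer to 5' ends than the others. Of 36 passing regions, 29 (80.6%) had a centre within 1 kb of the 5' end of a listed gene, against 439 of the other 1295 (33.9%; Fisher's exact test, one-sided, p = 2.03e-08). Whether they recur after IPC ablation was tested as well. An IPC region overlapped 2 of the 36 passing *chico* regions (5.56%) and 80 of the 1295 others (6.18%), with Fisher's exact test, one-sided, p = 0.663. Passing regions were thus met no more often than the rest. Binding of dFOXO was not separated here from other features of promoters that raise ChIP over input.

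More genes were shared than independent lists would share (249 protein-coding genes against 133 expected). Neighbouring genes that enter a list together do not account for this, since 10000 rotations of the IPC list along the gene order gave 119 ± 10.6 shared genes (mean ± SD; permutation test, one-sided, p = 0.0001, the smallest they can give). Long genes may catch separate regions of both lists. Shared genes had a median length of 19.3 kb against 3.89 kb for the other *chico* genes (permutation test of log length, one-sided, p = 1e-05, the smallest the resamples can give). With the gene bodies of the *chico* list held in place, IPC centres fell in 147 of them against 116 ± 8.82 in shifted lists (1.26-fold, permutation test, one-sided, p = 0.0007). With IPC midpoints they were 139 against 117 ± 8.90 (1.19-fold, p = 0.0083 from the same permutation test). This cannot settle the effect of gene length. IPC regions are listed with genes nearby, 755 of the 1012 genes having the region inside, while shifted positions also fall between genes, so some excess over shifts follows from that alone. Random lists matched on gene length were not run, and the excess of shared genes cannot be told apart from an effect of gene length.

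Region overlap was at the level of shifted lists, but 41 IPC centres lay within 500 bp of a *chico* centre, a 5.22-fold excess. With midpoints in place of the listed centres the excess was 1.53-fold (12 regions, permutation test, one-sided, p = 0.0965), so it rests on the position that the authors list in IPC regions. Both lists hold regions near genes, and shifted positions also fall elsewhere, so part of any excess over shifts follows from that. Of the 41, 19 (46.3%) were within 1 kb of a 5' end, against 226 of the other 722 IPC regions (31.3%; Fisher's exact test, one-sided, p = 0.0358). The listed IPC position may thus tend towards 5' ends, where *chico* regions also lie, although the remaining near centres were not at a 5' end. The *chico* region passed in 1 of the 41 pairs and the IPC region in 1. Shared binding of dFOXO and shared features of promoters cannot be told apart here.

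*Atg8a*, *InR* and *dilp6*, which the paper names but does not list as candidate targets, were in neither list. The lists hold enriched regions only, so this gives no tag number for these genes. For *Atg8a*, the paper reports no binding of dFOXO at the promoter in a separate assay.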
